# Concurrent BMP Signaling Maintenance and TGF-β Signaling Inhibition Is a Hallmark of Natural Resistance to Muscle Atrophy in the Hibernating Bear

**DOI:** 10.3390/cells10081873

**Published:** 2021-07-23

**Authors:** Laura Cussonneau, Christian Boyer, Charlotte Brun, Christiane Deval, Emmanuelle Loizon, Emmanuelle Meugnier, Elise Gueret, Emeric Dubois, Daniel Taillandier, Cécile Polge, Daniel Béchet, Guillemette Gauquelin-Koch, Alina L. Evans, Jon M. Arnemo, Jon E. Swenson, Stéphane Blanc, Chantal Simon, Etienne Lefai, Fabrice Bertile, Lydie Combaret

**Keywords:** brown bear hibernation, mouse unloading, muscle atrophy, physical inactivity, RNA sequencing, TGF-β/BMP signaling

## Abstract

Muscle atrophy arises from a multiplicity of physio-pathological situations and has very detrimental consequences for the whole body. Although knowledge of muscle atrophy mechanisms keeps growing, there is still no proven treatment to date. This study aimed at identifying new drivers for muscle atrophy resistance. We selected an innovative approach that compares muscle transcriptome between an original model of natural resistance to muscle atrophy, the hibernating brown bear, and a classical model of induced atrophy, the unloaded mouse. Using RNA sequencing, we identified 4415 differentially expressed genes, including 1746 up- and 2369 down-regulated genes, in bear muscles between the active versus hibernating period. We focused on the Transforming Growth Factor (TGF)-β and the Bone Morphogenetic Protein (BMP) pathways, respectively, involved in muscle mass loss and maintenance. TGF-β- and BMP-related genes were overall down- and up-regulated in the non-atrophied muscles of the hibernating bear, respectively, and the opposite occurred for the atrophied muscles of the unloaded mouse. This was further substantiated at the protein level. Our data suggest TGF-β/BMP balance is crucial for muscle mass maintenance during long-term physical inactivity in the hibernating bear. Thus, concurrent activation of the BMP pathway may potentiate TGF-β inhibiting therapies already targeted to prevent muscle atrophy.

## 1. Introduction

Muscle atrophy is defined as a loss of muscle mass and strength and is associated with adverse health outcomes, such as an autonomy decline and an increase in morbidity and mortality in many catabolic conditions (e.g., cancer cachexia, heart, and kidney failure, fasting, sepsis, injury, aging, or physical inactivity, etc.) [1,2,3,4,5]. Given the increase in sedentary behavior and improvement in life expectancy, and with to date still no proven therapeutic or preventive treatment to date, muscle atrophy remains a major public health issue (World Health Organization data) [6]. Skeletal muscle tissue represents an important reservoir of amino acids, which are mobilized during catabolic situations to preserve vital functions, resulting in an imbalance of contractile protein turnover (i.e., proteolysis exceeding protein synthesis) [7,8]. Catabolic stimuli (e.g., oxidative stress, endoplasmic reticulum disturbances, nutrient shortage, mitochondrial disruptions, etc.) activate a complex network of intracellular modulators, which in turn lead to the activation of the ubiquitin-proteasome system (UPS) and autophagy [9,10]. These two main proteolytic systems in muscle tissue involve a set of genes, i.e., atrogenes, whose expression at the mRNA levels is commonly altered during atrophy [11]. Cascades of events and players of muscle atrophy are well described and conserved in mammals [12,13] and include the transforming growth factor-β (TGF-β) superfamily, with TGF-β signaling acting as a negative regulator, and Bone Morphogenetic Proteins (BMP) signaling as a positive regulator of muscle mass [14]. The TGF-β pathway mediates muscle atrophy through cytoplasmic and nuclear signaling molecules SMAD2/3, mainly leading to the expression of the atrogenes TRIM63 (MuRF1) and FBXO32 (atrogin-1) [15]. Constitutive expression of SMAD3 triggers muscle wasting, and inhibition of SMAD2 and SMAD3 is sufficient to induce muscle growth in vivo [16,17,18,19]. Conversely, the BMP pathway mediates muscle mass maintenance through cytoplasmic and nuclear signaling molecules SMAD1/5/9, promoting a negative transcriptional regulation for a ubiquitin ligase required for muscle wasting, FBXO30 (MUSA1) [20], and increasing the expression of BMP receptors activity in muscles induced hypertrophy through Smad1/5-mediated activation of mTOR signaling [21].

Hibernating bears (Ursidae family) are naturally resistant to muscle atrophy when facing the two major atrophic inducers, prolonged fasting and physical inactivity up to 5–7 months [22,23]. Conversely and during a shorter period, a loss of muscle mass and volume prevails in rodent models [24,25,26,27,28,29] and humans [4,5]. As in rodent models, the muscles of the active bear are sensitive to disuse after denervation, whereas the muscles of the hibernating brown bear (*Ursus arctos*) are resistant [30]. The hibernating brown bear, therefore, appears as a suitable model to study the underlying mechanisms of muscle mass maintenance [31]. How it withstands muscle loss in conditions where muscle atrophy is expected in non-hibernating mammals remains to be fully elucidated. However, several hypotheses can be raised; our recent analysis of muscle proteome in the hibernating brown bear revealed the maintenance of glycolysis and a turning down of ATP turnover [32]. In addition, we reported (i) a myogenic microRNA signature prone to promoting muscle regeneration and suppressing ubiquitin ligase expression in bear muscle during winter [33], as well as (ii) limited levels of oxidative stress [34]. To unravel the molecular basis of muscle maintenance at the mRNA level, the bear muscle transcriptome has already been explored using cDNA microarrays [35] or RNA sequencing [36,37]. These two transcriptomic studies suggested an overall reduction in energy and protein metabolism, consistent with metabolic suppression and lower energy demand in skeletal muscle during hibernation. Although these studies focused on the changes in bear muscle transcriptome during the hibernating versus active period, our study aimed to compare them with those that occur in the muscle transcriptome of disuse-induced atrophy in a mouse model. The rationale for such a comparative analysis of two contrasted situations of muscle atrophy or maintenance lies in the identification of potential new candidates, beyond already reported metabolic factors [35,36,37], that may help the hibernating bear resist atrophy, thereby providing new targets for fighting muscle atrophy in humans. Among the transcription factors involved in the regulation of the differentially expressed genes highlighted in bear muscle between the hibernation and active periods, eight were involved in the regulation of the TGF-β superfamily. We therefore subsequently focused on an in-depth analysis of the TGF-β and BMP intracellular pathways.

## 2. Materials and Methods

### 2.1. Animal Experiments

#### 2.1.1. Bear Sample Collection

Biopsies from the vastus lateralis muscle were collected from 17 free-ranging brown bears, 2–3 years old (*Ursus arctos*; 11 females and 6 males), from Dalarna and Gävleborg counties, Sweden, from 2014 to 2019 (Table S6). The samples were immediately frozen on dry ice until storage at −80 °C. In a given year, the same bears were captured during winter hibernation (February) and recaptured during their active period (June). The study was approved by the Swedish Ethical Committee on Animal Experiment (applications Dnr C3/2016 and Dnr C18/2015), the Swedish Environmental Protection Agency (NV-0741-18), and the Swedish Board of Agriculture (Dnr 5.2.18–3060/17). All procedures complied with Swedish laws and regulations. Capture, anesthesia, and sampling were carried out according to an established biomedical protocol [38].

#### 2.1.2. Mouse Model of Hindlimb Unloading

Our objective was to compare the muscle transcriptome of the hibernating bear with that in a rodent model of long-term physical inactivity. We chose the 10-day mouse model of unloading as an established disuse-atrophy model, with atrophic pathways still activated [28,39]. All experiments were conducted with the approval of the regional ethics committee (agreement n° D6334515) following the European Directive 2010/63/EU on the protection of vertebrate animals used for experimental and scientific purposes. This study was performed with 12 C57BL6/J adult male mice purchased from Janvier Labs (Le Genest-Saint-Isle, France). They were housed by pairs upon arrival in a polycarbonate cage in a controlled room (22 ± 2 °C, 60% ± 5% humidity, 12 h light/dark cycle, light period starting at 8 h), fed ad libitum, and given free access to water.

After 10 days of acclimatization, the mice were either kept unsuspended (Control, *n* = 6) or subjected to hindlimb unloading through tail suspension (Unloaded, *n* = 6) for 10 days. Custom tail suspension cages were adapted from previous studies [40,41]. The cages (43 × 29 × 24 cm) have an overhead frame to which two suspension systems are fixed in parallel on the width of the cage. These suspension systems are widely spaced in a cage so that mice can always be housed in pairs without touching each other. Unloaded mice had a metal ring attached near the base of their tails using surgical adhesive tape. This ring was then attached to a swivel that allowed a 360-degree rotation and was attached on a rail that covered the upper width of the cage. The height of the swivel has been adjusted to keep the mouse at an angle of about 30° from the head so that the hindlimbs could not touch the ground or the walls. During the 10 days of unloading, mice showed only a very small body weight loss (<7%) that occurred within the first 3 days, with no change in food intake. At the end of the experiment, soleus muscles were rapidly dissected out and immediately frozen in liquid nitrogen and stored at −80 °C until analyses. As for the data used from the RNA sequencing of Zhang et al. [42], the soleus muscle atrophied by 37% (from 7.24 ± 0.27 mg in control mice to 4.58 ± 0.31 mg in unloaded mice, *p* < 0.001 according to the unpaired Student’s *t*-test).

### 2.2. RNA Sequencing of Brown Bear Muscle

#### 2.2.1. RNA Isolation

Total RNA from bear muscles was isolated as described [43]. Briefly, muscle RNA from six bears (paired samples collected in summer and winter in a given year for the same individual) was extracted using TRIzol reagent (Invitrogen, Courtaboeuf, France).

#### 2.2.2. Illumina RNA Sequencing, Data Assembly, Statistical Analysis

We constructed RNA-Seq libraries with the Truseq stranded mRNA sample preparation kit from Illumina and sequenced them in two lanes on an Illumina HiSeq2500 (single-end, 50 bp, six libraries per lane). Image analyses and base calling were performed using the HiSeq Control Software (v2.2.70, Illumina, San Diego, CA, USA) and Real-Time Analysis component (v1.18.66.4, Illumina, San Diego, CA, USA). Demultiplexing was performed using Illumina’s conversion software (bcl2fastq 2.20). The quality of the raw data were assessed using FastQC from the Babraham Institute and the Illumina software SAV (Sequencing Analysis Viewer, Illumina, San Diego, CA, USA). A splice junction mapper, TopHat 2.1.1 [44] (using Bowtie 2.3.5.1 [45], Johns Hopkins University, MD, USA), was used to align the RNA-Seq reads to the *Ursus arctos* genome (GCA_003584765.1 ASM358476v1 assembly downloaded from NCBI) with a set of gene model annotations (GCF_003584765.1_ASM358476v1_genomic.gff downloaded on 17 June 2019, from NCBI). Final read alignments having more than three mismatches were discarded. Samtools (v1.9) (http://samtools.sourceforge.net) was used to sort the alignment files. Then, the gene quantification was performed with Featurecounts 1.6.2 (http://subread.sourceforge.net/) [46]. As the data were from a strand-specific assay, the read had to be mapped to the opposite strand of the gene (-s 2 option). Before statistical analysis, genes with less than 30 reads (cumulating over all the analyzed samples) were filtered out. Differentially expressed genes were identified using the Bioconductor(https://bioconductor.org/) [47] package DESeq2 1.26.0 [48] (R version 3.6.1 https://www.r-project.org/). Data were normalized using the DESeq2(https://bioconductor.org/packages/release/bioc/html/DESeq2.html, accessed on 16 June 2021) normalization method. Genes with an adjusted *p*-value below 5% (according to the Benjamini–Hochberg procedure that controls the FDR) were declared differentially expressed.

#### 2.2.3. Functional and Pathway Enrichment Analysis

Hierarchical clustering of bear transcriptomic data (log-transformed) was performed using Cluster v3.0 software (University of Tokyo, Tokyo, Japan) from the 13531 reads [49]. Parameters were set as follows: median centering and normalization of genes for adjusting data and centroid linkage clustering for both genes and arrays. Dendrograms were generated and viewed using the Java Treeview v1.3.3 program (Alok Saldanha, Stanford University, Stanford, CA, USA) [50]. To identify the differentially expressed genes (DEGs), we selected a fold change (FC) Winter/Summer >|1.3| or <|0.77| and an adjusted *p*-value < |0.01| as cut-off standards, for the up- and down-regulated genes, respectively. Visualization of functional enrichment was performed using Metascape [51], a web-based portal for visualizing the inference of enriched biological pathways among the DEGs. For the given DEGs gene list, pathway and process enrichment analysis has been carried out with the following ontology sources: KEGG Pathway, GO Biological Processes, Reactome Gene Sets, Canonical Pathways, CORUM, TRRUST, DisGeNET, PaGenBase, Transcription Factor Targets, WikiPathways, PANTHER Pathway, and COVID. All genes in the genome have been used as the enrichment background. Terms with a *p*-value < 0.01, a minimum count of 3, and an enrichment factor >1.5 (the enrichment factor is the ratio between the observed counts and the counts expected by chance) are collected and grouped into clusters based on their membership similarities. More specifically, *p*-values are calculated based on the accumulative hypergeometric distribution, and q-values are calculated using the Benjamini–Hochberg procedure to account for multiple testings. Kappa scores are used as the similarity metric when performing hierachical clustering on the enriched terms, and sub-trees with a similarity of >0.3 are considered a cluster. The most statistically significant term within a cluster is chosen to represent the cluster. The 10 top-score enrichment terms from that analysis are shown in Figure 1b,c, and the 10 top-score enrichment transcription factors regulating the DEGs are shown in Figure 1d. The heat map representing the expression changes of the TGF-β/BMP gene sets in bear versus mouse muscles was made using the Pheatmap package (R 1.4.1106, University of Tartu, Tartu, Estonia). Briefly, the gene hierarchical clustering is based on Euclidean distance calculated from the log2FC value (Winter/Summer and Unloaded/Control for bear and mouse muscles, respectively).

### 2.3. Transcriptomic Data Assembly and Statistical Analysis of Mouse Muscle

We used transcriptomic data from an already published study [42]. Briefly, in this study, C57BL6/J adult male mice were either kept unsuspended (Control, *n* = 4) or subjected to hindlimb unloading through tail suspension (Unloaded, *n* = 4) for 10 days. The fastq files of eight soleus muscles were downloaded from GEO (GSE102284). A splice junction mapper, TopHat 2.1.1(Johns Hopkins University, MD, USA) [44], was used to align the RNA-Seq reads to the mouse genome (UCSC mm10) with a set of gene model annotations (genes.gtf downloaded from UCSC on 29 October 2019; GeneIDs come from the NCBI gene2refseq file). Final read alignments having more than three mismatches were discarded. Samtools (v1.9, http://www.htslib.org/) was used to sort the alignment files. Then, the gene quantification was performed with Featurecounts 2.0.0 (http://subread.sourceforge.net/) [46]. As the data were from a strand-specific assay, the read had to be mapped to the opposite strand of the gene (-s 2 option). Before statistical analysis, genes with less than 20 reads (cumulating all the analyzed samples) were filtered out. Differentially expressed genes were identified using the Bioconductor [47] package DESeq2 1.26.0 [48] as previously described (cf. 2.2.2).

### 2.4. Western Blot

Vastus lateralis muscles from eleven bears (paired samples collected in summer and winter in a given year for the same individual; Table S6) and soleus muscles from 10-days control or unloaded mice (*n* = 6/group) (~30 mg) were used. Samples were homogenized using a polytron in 1 mL of an ice-cold buffer (10 mM Tris pH 7.5, 150 mM NaCl, 1 mM EDTA, 1 mM EGTA, 1% Triton X-100, 0.5% Igepal CA630) containing inhibitors of proteases (Protease Inhibitor Cocktail) and phosphatases (1 mM Na_3_VO_3_, 10 mM NaF) (Sigma, Saint-Quentin-Fallavier, France). The homogenates were stirred for 1 h at 4 °C and then centrifuged at 10,000 *g* for 15 min at 4 °C. The resulting supernatants were then stored at −80 °C until use. The concentration of proteins was determined using the Bradford Protein Assay Kit (Biorad, Marnes-la-Coquette, France). Proteins were then diluted in Laemmli buffer and stored at −80 °C until use. Protein extracts were subjected to SDS-PAGE (sodium dodecyl sulfate-polyacrylamide gel electrophoresis) using TGX™ FastCast™ 10% Acrylamide gels (Biorad, Marnes-la-Coquette, France) and transferred onto a PVDF membrane (Hybond P, Amersham, England). Blots were blocked for 1 h at room temperature with 5% bovine serum albumin in TBS buffer with 0.1% Tween-20 (TBS-T, pH = 7.8), then washed thrice in TBS-T and incubated (overnight, stirring, 4 °C) with appropriated primary antibodies against SMAD1/5 (PA5-80036, Thermo Fisher, Illkirch, France), SMAD2/3 (#8685, Cell Signaling Technology, Saint-Cyr-L’Ecole, France), SMAD4 (ab230815), CTGF (ab227180), and GDF5 (ab137698) (Abcam, Cambridge, United Kingdom). Blots were then washed and incubated for 1 h with an appropriate secondary horseradish peroxidase-conjugated antibody at room temperature. Signals were detected after incubation with Luminata Crescendo Western HRP substrate (Millipore, Burlington, MA, USA) and visualized using G: BOX ChemiXT4 (XL1) imaging system (Syngene, Frederick, MD, USA). Signals were then quantified using the GeneTools software (Syngene, Cambridge, UK) and normalized against the total amount of proteins determined by TGX signals to correct for uneven loading. Protein data were presented as individual values. The bilateral ratio paired Student’s *t*-test was used to compare the muscles of bears during summer and winter (S and W, respectively). For muscles of control and unloaded mice (C and U, respectively), statistical significance was determined using the bilateral unpaired Student’s *t*-test. Statistical analysis was performed using Prism 8 (GraphPad Prism 9, San Diego, CA, USA).

## 3. Results

### 3.1. Deep Changes in Brown Bear Muscle Transcriptome during Hibernation

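Muscle RNA of 6 free-ranging brown bears was sequenced from a biopsy of the vastus lateralis, a thigh muscle, taken during hibernation and another taken in the active period, which gave 12 libraries. The authors aligned the stranded single-end reads to the brown bear assembly ASM358476v1 with TopHat, counted the reads of each gene with featureCounts and deposited the counts without normalization. Between 20191068 and 27283155 reads per bear were counted on genes in summer (median 23380174.5) and between 16742406 and 32140160 in winter (median 22101966.5). The 10 most abundant genes of a library held 18.6 to 27.4% of its reads in summer and 22.1 to 26.7% in winter. The counts covered 30249 genes, of which 14045 were listed only by a LOC number. Genes with fewer than 30 reads summed over the 12 libraries were left out, as in the methods. This kept 17290 genes, 13490 of them with a symbol other than a LOC number. A read in every library was found for 15730 genes, 12740 of them with such a symbol. Counts were normalized by edgeR's TMM method, and winter was compared with summer by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, the test behind every adjusted p below unless another is named. The bear was not a term of this fit. Levels are given as log2 CPM, edgeR's scaled counts, with a prior count of 2.
Clustering of the libraries by average linkage on 1 minus the correlation of median-centred genes placed 12 of 12 libraries with their season. The first principal component held 41.5% of the variance, with winter libraries at 25.5 to 74.4 and summer libraries at −65.8 to −41.9. On the second component, which held 14.6%, the winter library of bear 1509 lay at −98.6 and the other winter libraries at 6.35 to 23.1. With complete linkage, with library totals in place of TMM or with the 1000 most variable genes, 12 of 12 libraries again fell with their season. The share of the first component moved most with the 1000 genes, to 42.4%.

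**Figure D1:**
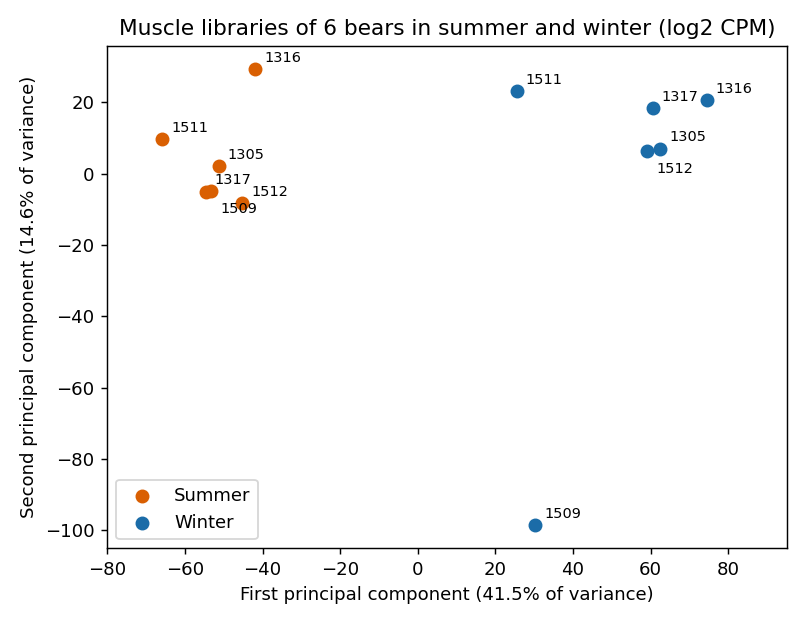
First and second principal component of log2 CPM for the 12 libraries, each point a library named by its bear and coloured by season. The winter libraries lie at 25.5 or above on the first component and the summer libraries at −41.9 or below, and the winter library of bear 1509 lies apart on the second.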

The brown bear transcriptome data set revealed that, from 13531 transcripts commonly identified in all individuals, gene expression differed markedly between summer and winter (Figure 1a). 

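At an adjusted p below 0.01 and a winter/summer fold change above 1.3 or below 0.77, 4154 of the 17290 genes were called, 2077 higher and 2077 lower in winter. Of these genes, 3926 changed in the same direction in all 6 bears, as did 6468 of all genes tested, where chance gives 3.125% of genes. Scaled by library totals alone, 3818 genes were called, 1578 higher and 2240 lower. Leaving out bear 1305 lowered the count to 2577, 1262 higher and 1315 lower, and an adjusted p below 0.05 with no limit on the fold change moved it most, to 6831, 3386 higher and 3445 lower. Counted after the result was seen, 3368 of the 4154 calls had a symbol other than a LOC number, 1495 of them higher and 1873 lower.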

We identified 4115 differentially expressed genes (DEGs) between muscles of the active and hibernating bear with mainly down-regulated genes (Table S1). The 10 top-score obtained from an annotation enrichment analysis performed from the down- and up-regulated DEGs highlighted several significant enriched terms regulated differentially in bear muscles between the two seasons (Figure 1b,c). For instance, the protein metabolism functional cluster was the most up-regulated in bear muscles in winter compared to summer, with “Formation of a pool of free 40S subunits”, “Ribonucleoprotein complex biogenesis”, or “Translation” enriched terms (Figure 1b). In addition, the tissue structure remodeling functional cluster was the most down-regulated in muscles of the hibernating versus active bear, with “Extracellular matrix organization”, “Cell-substrate adhesion”, or “Supramolecular fiber organization” enriched terms (Figure 1c). 

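As a stand-in for these terms, the cytosolic ribosomal proteins and the subunits of initiation factor eIF3 were taken by symbol, 97 tested genes. In winter, 75 of them were higher and 0 were lower in edgeR at an adjusted p below 0.05 (79 and 0 adjusted over the list alone), and 65 passed the limits of the DEGs. At an unadjusted p below 0.05, 0 were lower, and DESeq2 and limma voom called 0 and 0 lower. Without bear 1511, 1 was called lower. The median log2 fold change was 0.80, and the medians of single bears lay between 0.58 and 1.54, above 0 in 6 of 6 bears. Against the other genes, limma's camera test with its preset correlation gave p = 1.68e-28. That call held in fry (p = 9.08e-05), which asks only whether the set itself changed, but not with the correlation between members estimated from the libraries, 0.601 (p = 0.0699).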

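For tissue structure, the collagen chains, laminins and integrins were taken by symbol, a list of 70 tested genes. Of these, 41 were lower and 3 higher in winter at an adjusted p below 0.05 (42 and 4 adjusted over the list alone), and 32 lower and 1 higher passed the limits of the DEGs. The number higher was 1 with library totals and 1 without bear 1305. The median log2 fold change was −0.98, with the medians of single bears between −1.25 and −0.78, below 0 in 6 of 6 bears. The p was 5.17e-14 in camera, 9.51e-06 in fry and 0.0167 with the estimated correlation, so the call held in each.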

We then run a transcriptional regulatory network analysis to identify transcription factors (TFs) involved in the DEGs regulation from the two most differentially enriched terms between the two seasons (e.g., “Formation of a pool of free 40S subunits” and “Extracellular matrix organization”) (Figure 1d). We found that SP1 was the TF the most involved in the DEGs regulation, as well as others TFs such as SP3, NFKB1, JUN, RELA, TFAP2A, ETS1, or SMAD4. Interestingly, these TFs cited above are all involved in the regulation or signal transduction of the TGF-β superfamily [52,53,54]. We therefore decided to focus on that superfamily, including (i) TGF-β signaling, which is a master regulator of the extracellular matrix organization and also involved in muscle mass loss, and (ii) BMP signaling, which has recently been discovered to be involved in muscle mass maintenance [20].

### 3.2. Hibernation Induces a Transcriptional Shift from the TGF-β to the BMP Pathway

From a thorough analysis of the literature [55,56,57], we have drawn up a list of the actors and regulators of the TGF-β superfamily. We then analyzed precisely how they were regulated at the mRNA level in the muscles of the hibernating bear between the winter and summer seasons.

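INHBA, with 7 to 105 reads per library, was at 1.11 ± 0.86 log2 CPM in summer and −0.62 ± 0.72 in winter (SD, n = 6 bears). Its log2 fold change was −1.89 (standard error 0.46, adjusted p = 0.00476), and it was lower in 6 of 6 bears. MSTN, with 52 to 352 reads per library, was at 3.27 ± 0.47 log2 CPM in summer and 2.23 ± 0.71 in winter (SD, n = 6 bears), a log2 fold change of −0.93 (standard error 0.32, adjusted p = 0.0308). It was lower in 5 of 6 bears. Its adjusted p was 0.0957 without bear 1305, 0.0679 without bear 1316, 0.101 without bear 1317 and 0.0901 without bear 1511, and 0.000516 to 0.101 over all alternatives. INHBB was at 2.87 ± 0.48 log2 CPM in summer and 3.78 ± 0.34 in winter (SD, n = 6 bears), a log2 fold change of 0.88 (standard error 0.23, adjusted p = 0.00778), and was higher in 6 of 6 bears.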

The expression levels of two main TGF-β ligands, INHBA and MSTN, were dramatically lower (Fold change (FC) = 0.28 and 0.52, respectively) in winter, whereas INHBB expression was higher (FC = 1.85) (Figure 2, Tables S2 and S3). 

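GDF5 was counted at 15 to 80 reads per library, which was −0.04 ± 0.34 log2 CPM in summer and 1.24 ± 0.30 in winter (SD, n = 6 bears). Its log2 fold change was 1.36 (standard error 0.23, adjusted p = 0.000443), with single bears from 0.98 to 1.70, higher in 6 of 6.

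**Figure D2:**
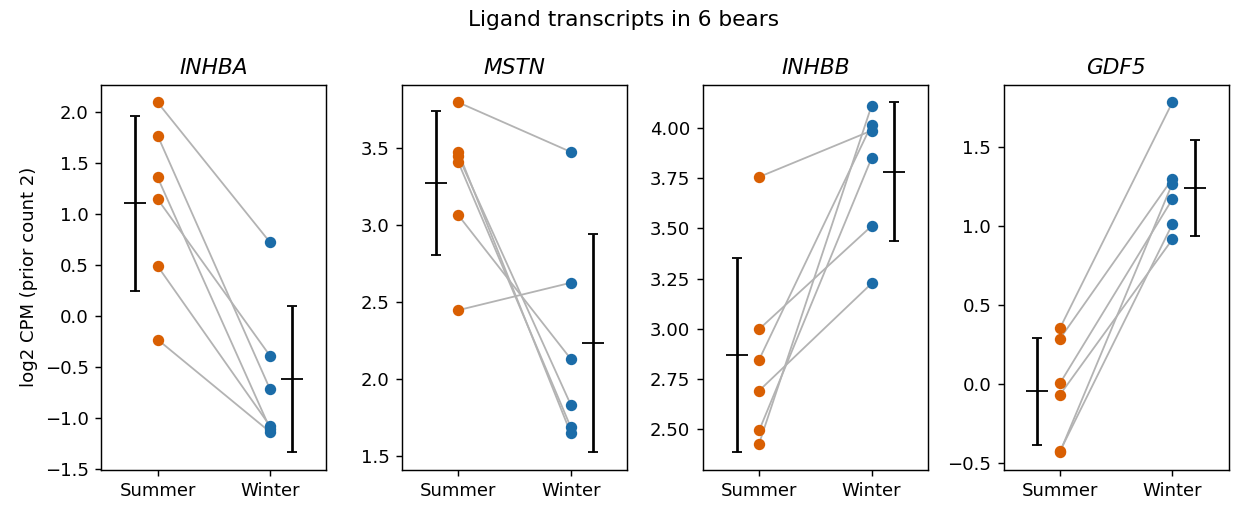
Levels of INHBA, MSTN, INHBB and GDF5 in log2 CPM, 1 point per library with the seasons of a bear joined by a line, and beside the points the mean with its SD over 6 bears. For INHBA every line falls and for INHBB and GDF5 every line rises, while 1 line rises for MSTN.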

In BMP signaling, the main ligand described in muscle mass maintenance, GDF5, showed higher levels (FC = 2.5) in hibernating bear muscles compared to active muscles. Extracellular actors inhibiting (KCP, DCN, MGP, NOV, or CHRD) or promoting (CCN2 or BMPER) TGF-β and/or BMP signals were mainly down-regulated in winter compared to summer. 

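Among the actors that the paper's text names as inhibiting, KCP had a log2 fold change of −2.20 (standard error 0.32, adjusted p = 0.000146). MGP had one of −1.85 (standard error 0.26, adjusted p = 0.000117) and NOV one of −1.53 (standard error 0.32, adjusted p = 0.00198). Each was lower in 6 of 6 bears. CHRD was also lower in 6 of 6, at −1.34 (standard error 0.40, adjusted p = 0.0156), but its adjusted p was 0.0711 without bear 1512 (0.00149 to 0.0711 over the alternatives). DCN, lower in 5 of 6 bears at −0.75 (standard error 0.33, adjusted p = 0.0848), was not called. It was called with the bear as a replicate block (log2 fold change −0.91, adjusted p = 0.0104), in limma voom (0.0401) and without bear 1511 (0.00655), with adjusted p from 0.000187 to 0.23 over the alternatives. Of the actors it names as promoting, CCN2, listed by the files as CTGF, had a log2 fold change of −1.31 (standard error 0.36, adjusted p = 0.0108). BMPER had one of −1.60 (standard error 0.46, adjusted p = 0.0139), and both were lower in 6 of 6 bears. In the paper's categories, counted further below, MGP is among the TGF-β agonists and BMPER among the BMP antagonists. The adjusted p of BMPER was 0.0647 without bear 1317 and 0.0513 without bear 1512 (0.000483 to 0.0647 over the alternatives).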

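ACVR1C had only 1 to 25 reads per library and was at −0.61 ± 0.55 log2 CPM in summer and −2.03 ± 0.55 in winter (SD, n = 6 bears), a log2 fold change of −1.84 (standard error 0.45, adjusted p = 0.0046) that was negative in 6 of 6 bears. TGFBR2, with 1042 to 2368 reads per library, was lower in 6 of 6 bears at −0.33 (standard error 0.13, adjusted p = 0.0609) and was not called. It was called with the bear as a replicate block (adjusted p = 0.0361) and with library totals (0.0467), within 0.0299 to 0.2 over the alternatives. TGFBR1 rose by 0.50 (standard error 0.11, adjusted p = 0.00347) on the log2 scale and ACVR1B by 0.55 (standard error 0.17, adjusted p = 0.0183), both in 6 of 6 bears. ACVR1B was not called without bear 1305 (adjusted p = 0.0962) or bear 1316 (0.0751), and its adjusted p spanned 0.00623 to 0.0962 over the alternatives.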

Receptors from the TGF-β signaling were differentially expressed during hibernation, with ACVR1C and TGBBR2 levels being considerably lower (FC = 0.28 and 0.80, respectively) in winter compared to summer, whereas TGFBR1 and ACVR1B were higher (FC = 1.42 and 1.47, respectively). 

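BMPR1B was at 2.94 ± 0.85 log2 CPM in summer and 3.56 ± 0.30 in winter (SD, n = 6 bears), a difference within the spread between bears. Its log2 fold change was 0.44 (standard error 0.32, adjusted p = 0.287), with single bears from −0.84 to 1.65 and 5 of 6 higher in winter. With the bear as a replicate block, edgeR gave an adjusted p of 0.0974 and DESeq2 one of 0.047, the lowest and only one below 0.05 among the alternatives (0.047 to 0.562).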

The GDF5 receptor, BMPR1B, was higher in winter compared to summer (FC = 1.37). The co-receptors that control intensity and specificity of the downstream TGF-β/BMP signaling were mainly down-regulated or unchanged in winter for both pathways, except for MUSK, an important BMP co-receptor in muscle cells, which was up-regulated (FC = 2.39). 

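Of the 4 co-receptors of the TGF-β list, 0 were higher and 1 was lower in edgeR at an adjusted p below 0.05, with 0 higher at an unadjusted p below 0.05 and 0 in DESeq2. With the bear as a replicate block 2 of them were lower, CD109 being the second. Of the 7 of the BMP list, 1 was higher and 3 were lower. MUSK, the one that rose, was at 1.52 ± 0.38 log2 CPM in summer and 2.78 ± 0.22 in winter (SD, n = 6 bears). Its log2 fold change was 1.25 (standard error 0.19, adjusted p = 0.000243), from 0.74 to 1.49 in single bears and higher in 6 of 6.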

Overall, actors involved in the initiation of the TGF-β signal were mainly repressed while those driving the BMP signal were increased.

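By the categories of the paper's tables, 2 of the 9 TGF-β ligands were higher and 5 lower, 2 of 3 extracellular agonists were lower, and 1 of 5 antagonists was lower. With the bear as a replicate block, 3 of these agonists and 3 of these antagonists were lower. Of the 3 type II receptors, 0 were higher and 0 lower in edgeR (0 and 1 at an unadjusted p below 0.05, and 1 lower with the replicate block), and of the 5 type I receptors 2 were higher and 1 lower. In the BMP table, 1 of 7 ligands was higher and 1 lower. Its 3 type II and 4 type I receptors gave 0 calls, with 0 at an unadjusted p below 0.05 and 1 in DESeq2 with the bear as a replicate block. All 4 BMP agonists were lower (4 of 4), as were 6 of the 12 antagonists, while 1 antagonist, NOG, was higher. With the bear as a replicate block 1 was higher too, but in DESeq2, with or without that block, and in limma voom NOG was not called.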

For TGF-β signaling, intracellular inhibitors such as ERBIN, LDLRAD4, EIF3I, STK17B, and PP2CA were up-regulated in winter bear muscles (FC = 1.26, 1.50, 1.37, 1.86, and 1.56, respectively), whereas some of the actors promoting the signal were lower expressed, i.e., DAB2 and TRAP1 (FC = 0.50 and 0.63, respectively). By contrast, for BMP signaling, intracellular inhibitors were mainly lower expressed in muscles of the hibernating bear, such as CTDNEP1, FKBP1A (FC = 0.70 and 0.67, respectively). 

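The 5 inhibitors, of which PP2CA is listed as PPP2CA, were higher in 6 of 6 bears each, from 0.32 (standard error 0.09, adjusted p = 0.00866) for ERBIN to 0.88 (standard error 0.19, adjusted p = 0.0022) for STK17B on the log2 scale. LDLRAD4 stood at 0.58 (adjusted p = 0.0077), EIF3I at 0.44 (adjusted p = 0.00676) and PPP2CA at 0.64 (adjusted p = 0.00165). ERBIN was not called with library totals (adjusted p = 0.0743, within 0.000562 to 0.0743 over the alternatives). Over the 15 intracellular inhibitors listed for TGF-β, 5 were higher and 2 lower. DAB2 fell by 0.99 (standard error 0.16, adjusted p = 0.000285) on the log2 scale and TRAP1 fell by 0.68 (standard error 0.15, adjusted p = 0.00344), both in 6 of 6 bears.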

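CTDNEP1 was at 6.17 ± 0.13 log2 CPM in summer and 5.64 ± 0.18 in winter (SD, n = 6 bears), a log2 fold change of −0.52 (standard error 0.10, adjusted p = 0.00118). For FKBP1A the log2 fold change was −0.58 (standard error 0.09, adjusted p = 0.00029). Both were lower in 6 of 6 bears, with single bears from −0.89 to −0.17 and from −0.90 to −0.34. Of the 7 BMP inhibitors, 4 were lower and 0 higher in edgeR, as in DESeq2 (4 and 0) and at an unadjusted p below 0.05 (4 and 0).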

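SMAD1 rose from 4.75 ± 0.11 to 5.72 ± 0.21 log2 CPM (SD, n = 6 bears), a log2 fold change of 0.98 (standard error 0.11, adjusted p = 2.29e-05). SMAD4 rose by 0.42 (standard error 0.10, adjusted p = 0.00416) and SMAD5 by 0.38 (standard error 0.10, adjusted p = 0.00947) on the log2 scale, and these 3 genes were higher in 6 of 6 bears. SMAD5 was not called with library totals (adjusted p = 0.0657, within 0.0015 to 0.0657 over the alternatives). In the summer library of bear 1512 it lay at 5.84 log2 CPM, above the other summer libraries at 5.39 to 5.53. SMAD3, lower in 5 of 6 bears, lay close to the threshold at −0.40 (standard error 0.15, adjusted p = 0.048). Its adjusted p was 0.0538 with the bear as a replicate block, 0.0531 with RLE normalization and 0.0515 without the filter. Without bear 1316, 1509, 1511 or 1512 it was 0.0874, 0.164, 0.128 and 0.0764, and over the alternatives it ran from 0.0147 to 0.164.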

Regarding the intracellular actors triggering TGF-β/BMP signaling, SMAD3 (TGF-β signaling; FC = 0.76) was less expressed, SMAD1 and SMAD5 (BMP signaling; FC = 1.99 and 1.30, respectively), and SMAD4 (common to TGF-β and BMP signaling; FC = 1.34) were more expressed in muscles of the hibernating bear compared to the active one. Thus, expression changes of the intracellular actors again suggest repression of TGF-β signaling but maintenance of the BMP signaling.

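For TGF-β, FOXO3 rose by 0.75 (standard error 0.15, adjusted p = 0.00122) and SP3 by 0.75 (standard error 0.11, adjusted p = 0.000125) on the log2 scale, in 6 of 6 bears each. KAT2B, at −0.88 (standard error 0.17, adjusted p = 0.00101), and ETS1, at −0.90 (standard error 0.17, adjusted p = 0.000976), were lower in 6 of 6. ATF3 varied widely between bears, from −2.64 to 0.77 with 5 of 6 lower, and was not called at −1.14 (standard error 0.54, adjusted p = 0.105). It was called with the bear as a replicate block (adjusted p = 0.0188) and without bear 1317 (0.0491), with 0.0169 to 0.387 over the alternatives. Of the 14 activators listed for TGF-β, 2 were higher and 3 lower. For BMP, 3 of 7 were higher and 1 was lower, with YAP1 at 0.69 (adjusted p = 0.000986), ZCCHC12 at 1.13 (adjusted p = 0.00829) and HOXC8 at 1.29 (adjusted p = 0.000264), each higher in 6 of 6 bears. ZCCHC12 had 10 to 53 reads per library.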

For nuclear components, transcriptional activators were either up- (FOXO3 and SP3, FC = 1.68 and 1.70) or down-regulated (e.g., KAT2B, ATF3 and ETS1, FC = 0.55, 0.46, and 0.54) for TGF-β, whereas mainly up-regulated in winter for BMP with YAP1, ZCCHC12, and HOXC8 (FC = 1.63, 2.21, and 2.46, respectively). Conversely, the transcriptional repressors were mainly up-regulated for the TGF-β pathway, i.e., TRIM33, YAP1, and SIRT1 (FC = 1.60, 1.63, and 1.82, respectively), whereas unchanged or lower expressed, i.e., TOB1 (FC = 0.78) for BMP during hibernation. 

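In the TGF-β list, 5 of 9 repressors were higher and 1 lower. With the bear as a replicate block, 4 were higher and 1 lower in edgeR, and 4 and 0 in DESeq2. TRIM33 had a log2 fold change of 0.67 (standard error 0.11, adjusted p = 0.000367) and SIRT1 one of 0.86 (standard error 0.13, adjusted p = 0.000234), both higher in 6 of 6 bears. Of the 4 BMP repressors, 0 were higher and 0 lower in edgeR, while at an unadjusted p below 0.05 1 was lower. This gene, TOB1, was lower in 5 of 6 bears, at −0.36 (standard error 0.15, adjusted p = 0.0751). Its adjusted p was 0.0281 with the bear as a replicate block, 0.0265 with library totals and 0.0265 without bear 1512, within 0.0175 to 0.247 over the alternatives.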

Considering TGF-β target genes, an overall down-regulation was observed in winter compared to summer, as highlighted for the different collagen isoforms or the multiple metalloproteinases COL1A1/2 (FC = 0.04 and 0.07), COL3A1 (FC = 0.06), COL5A2 (FC = 0.28), COL6A1/3 (FC = 0.22 and 0.20), COL14A1 (FC = 0.14), and MMP2/14 (FC = 0.33 and 0.46) (Figure 2 and Table S2). 

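COL1A1 fell from 10.33 ± 0.73 to 5.19 ± 1.56 log2 CPM (SD, n = 6 bears), a log2 fold change of −4.59 (standard error 0.69, adjusted p = 0.000203), with 318 to 66893 reads per library. In winter it lay at 7.02 log2 CPM in bear 1509, 7.23 in bear 1511 and 3.75 to 5.02 in the other bears. COL1A2 fell by 3.74 (standard error 0.56, adjusted p = 0.000203) and COL3A1 fell by 4.17 (standard error 0.75, adjusted p = 0.000748) on the log2 scale. Without bear 1509 the log2 fold change of COL3A1 was −5.32, and with the bear as a replicate block −5.08. COL5A2, COL6A1, COL6A3 and COL14A1 had log2 fold changes between −2.86 and −1.87, with adjusted p values from 7.99e-05 to 0.000392. MMP2 stood at −1.62 (standard error 0.30, adjusted p = 0.000954) and MMP14 at −1.14 (standard error 0.25, adjusted p = 0.00252). Each of these 9 genes was lower in 6 of 6 bears, and whichever bear was left out their adjusted p was at most 0.0136, for MMP14.

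**Figure D3:**
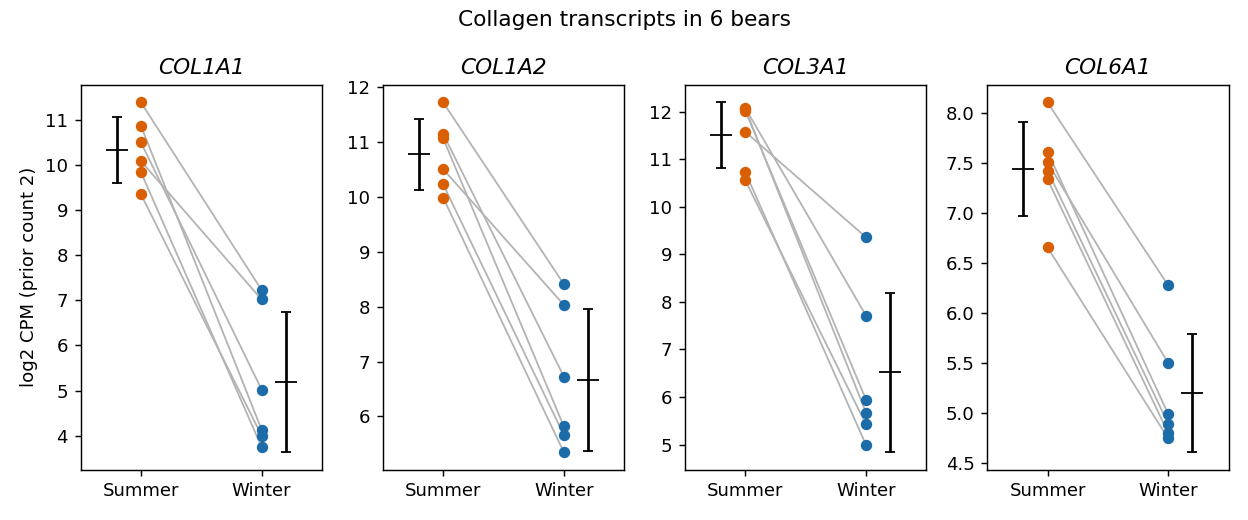
Levels of COL1A1, COL1A2, COL3A1 and COL6A1 in log2 CPM, 1 point per library with the seasons of a bear joined by a line, and beside the points the mean with its SD over 6 bears. Every line falls from summer to winter, and the winter points of COL1A1 spread from 3.75 to 7.23.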

For BMP target genes, it was less contrasted, with either an unchanged (e.g., RUNX2 or ID4), down-regulated (e.g., ID1 or ID2, FC = 0.31 and 0.65), or up-regulated expression (RGS4 or KLF10, FC = 1.72 and 1.32) during hibernation, with RGS4 being a muscle-specific gene. 

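RUNX2, lower in 4 of 6 bears (log2 fold change −0.58, adjusted p = 0.124), and ID4, lower in 4 of 6 (0.08, adjusted p = 0.824), were not called. The log2 fold change of ID4 was −0.06 without bear 1509 and −0.20 without bear 1512. ID1 was lower in 6 of 6 bears at −1.69 (standard error 0.28, adjusted p = 0.000429). ID2 was lower in 5 of 6 at −0.63 (standard error 0.26, adjusted p = 0.0616). It was called with the bear as a replicate block (adjusted p = 0.0302), in DESeq2 (0.0428), in limma voom (0.039) and without bear 1509 (0.0123), within 0.0123 to 0.148 over the alternatives. RGS4 rose by 0.77 (standard error 0.23, adjusted p = 0.0149) and KLF10 by 0.39 (standard error 0.14, adjusted p = 0.0373) on the log2 scale, both in 6 of 6 bears. Without bear 1316 the adjusted p of RGS4 was 0.062 (0.00134 to 0.062 over the alternatives). That of KLF10 was 0.151, 0.0931, 0.0923 and 0.058 without bear 1305, 1316, 1509 or 1511, 0.0556 without the filter and 0.123 with library totals, from 0.00851 to 0.151 over the alternatives.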

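Of the 26 genes that the paper's table lists as transcribed under TGF-β, 1 was higher and 16 were lower in winter at an adjusted p below 0.05, with a median log2 fold change of −1.14. Of the 4 listed as inhibited by TGF-β, 1 was higher and 0 lower in edgeR (1 and 0 at an unadjusted p below 0.05, 1 and 0 in DESeq2). Among the 10 BMP target genes 3 were higher and 3 lower. Of the 6 listed as inhibited by BMP 0 were higher and 2 lower in edgeR (0 and 2 at an unadjusted p below 0.05, 0 and 2 in DESeq2).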

Overall, this supports a general down-regulation of the transcriptional activity that drives TGF-β signaling, with possible maintenance of that for BMP signaling.

Finally, TGF-β and BMP signaling also use a shared SMAD-independent pathway, involving a branch of the MAPK (Mitogen-Activated Protein Kinase) pathway [58]. In this pathway, the expression of TRAF6 and its downstream actor MAP3K7 were higher in muscles of the hibernating bear compared to the active one (FC = 1.78 and 1.60, respectively). 

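TRAF6 was at 1.86 ± 0.24 log2 CPM in summer and 2.68 ± 0.17 in winter (SD, n = 6 bears), a log2 fold change of 0.83 (standard error 0.15, adjusted p = 0.000746). For MAP3K7 the log2 fold change was 0.67 (standard error 0.10, adjusted p = 0.000181). Single bears lay from 0.55 to 1.02 for TRAF6 and from 0.38 to 0.95 for MAP3K7, higher in 6 of 6 for both.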

Some of the TRAF6 downstream actors, including MEF2A and MEF2C, which are key muscle transcription factors, were as well up-regulated (FC = 1.89 and 2.23) in winter compared to summer bear muscles (Figure 2).

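MEF2A rose from 5.12 ± 0.25 to 6.04 ± 0.23 log2 CPM (SD, n = 6 bears), with a log2 fold change of 0.92 (standard error 0.13, adjusted p = 0.000176). MEF2C, counted at 8232 to 27207 reads per library, had one of 1.15 (standard error 0.13, adjusted p = 2.35e-05). Both were higher in 6 of 6 bears. In summer, MEF2C was at 8.35 log2 CPM in bear 1305 and at 8.56 to 8.66 in the other bears. Of the 10 genes listed as SMAD-independent actors, 5 were higher and 2 lower.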

TGF-β and BMP signaling pathways are tightly regulated by several UPS members, such as E3 ubiquitin ligases (E3s) and deubiquitinating enzymes (DUB) [55,59]. TGF-β inhibitors localized from the receptors to the nucleus level were up-regulated in winter, such as for CUL1 (FC = 1.85), NEDD4L (FC = 1.63), and TRIM33 (FC = 1.60), the latter being also a positive regulator of BMP signal transduction (Figure 3 and Table S4). 

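CUL1 was at 6.41 ± 0.13 log2 CPM in summer and 7.26 ± 0.36 in winter (SD, n = 6 bears), a log2 fold change of 0.88 (standard error 0.15, adjusted p = 0.000429), and NEDD4L had one of 0.75 (standard error 0.14, adjusted p = 0.00102), both higher in 6 of 6 bears. Over the 31 genes of the UPS list, 12 were higher and 5 lower at an adjusted p below 0.05 (14 and 6 adjusted over the list alone). The median log2 fold change was 0.24, above 0 in 5 of 6 bears. The list was not called in camera (p = 0.0605, and 0.287 with the estimated correlation), while fry gave p = 0.00446. The paper drew this list and those of TGF-β and BMP signaling from the literature, and their values in these bears were in its tables.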

SMURF1, an E3 ligase inhibiting both TGF-β and BMP signaling, was also up-regulated (FC = 1.64) in muscles of the hibernating bear. 

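SMURF1 was at 4.04 ± 0.22 log2 CPM in summer and 4.72 ± 0.35 in winter (SD, n = 6 bears). Its log2 fold change was 0.70 (standard error 0.16, adjusted p = 0.00345), from 0.10 to 0.97 in single bears and higher in 6 of 6.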

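UCHL5 rose by 0.83 (standard error 0.14, adjusted p = 0.000395), USP11 by 0.82 (standard error 0.11, adjusted p = 9.03e-05) and USP4 by 0.45 (standard error 0.10, adjusted p = 0.00399) on the log2 scale, each in 6 of 6 bears. USP15 changed by −0.95 (standard error 0.21, adjusted p = 0.0026) and TRAF4, with 17 to 78 reads per library, by −1.10 (standard error 0.19, adjusted p = 0.000556), both lower in 6 of 6. In summer, USP15 lay at 5.98 log2 CPM in bear 1316 and at 6.45 to 6.70 in the others.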

For UPS activators of the TGF-β signaling pathway alone, several DUBs were up-regulated in winter, e.g., UCHL5, USP11, and USP4 (FC = 1.78, 1.77, and 1.37, respectively), the latter also promoting BMP signaling, and others were down-regulated such as for USP15 and TRAF4 (FC = 0.52 and 0.47). The TGF-β and BMP pathways regulate the transcription of some muscle-specific E3s (TRIM63, FBXO32, and FBXO30). None of them were differentially expressed in winter compared to summer (Figure 3 and Table S4).

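TRIM63 had a log2 fold change of −0.15 (adjusted p = 0.574, lower in 4 of 6 bears), FBXO32 of 0.23 (adjusted p = 0.726, higher in 3 of 6) and FBXO30 of −0.09 (adjusted p = 0.754, lower in 4 of 6). FBXO32 had an SD of 1.57 log2 CPM in summer and 0.30 in winter. Its summer level was 5.95 log2 CPM in bear 1305, 7.03 in bear 1511 and 8.91 to 9.80 in the other bears. Without bear 1305 its log2 fold change was −0.04, and without bear 1317 that of FBXO30 was 0.02.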

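Over the whole lists, 23 of the 109 TGF-β genes were higher and 35 lower in winter at an adjusted p below 0.05 (23 and 36 adjusted over the list alone), with a median log2 fold change of −0.11 and a mean of −0.41. Of the 79 BMP genes 17 were higher and 23 lower (17 and 24 adjusted over the list alone), with a median of −0.19 and a mean of −0.23. Both medians were below 0 in 6 of 6 bears. The lists hold activators and inhibitors alike, so a median does not give the direction of a pathway. In camera, p was 0.0592 for the TGF-β list and 0.194 for the BMP list, and with the estimated correlation 0.235 and 0.436. In fry it was 0.00304 and 0.0311. With the bear as a replicate block, the camera p was 0.00203 for TGF-β and 0.118 for BMP. With this block and the estimated correlation together, it was 0.0277 for TGF-β and 0.188 for BMP. Whether the lists differ from each other was not tested. The paper names single actors and sums up groups of them. INHBA, MSTN, SMAD3 and target genes of TGF-β signaling were lower in its values and INHBB and intracellular inhibitors higher, while GDF5, MUSK, SMAD1 and SMAD5 of BMP signaling were higher and its inhibitors lower. The paper describes this winter pattern as prone to turning TGF-β signaling down and to keeping or raising BMP signaling.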

Overall, this wide transcriptomic analysis highlighted a winter transcriptional pattern in muscles of the brown bear that was prone to shutting down TGF-β signaling while maintaining or even over-activating the BMP pathway.

### 3.3. Divergent Regulation of TGF-β and BMP Pathways in Atrophy-Resistant Muscles of the Hibernating Brown Bear versus Atrophied Muscles of the Unloaded Mouse

We compared the above-described brown bear muscle transcriptome to published transcriptomic data from a model of long-term physical inactivity in mice induced by 10 days of unloading, where the soleus muscle mass decreased by ~30% [42]. Comparing the two models, the muscle transcriptomic profiles appeared very different for selected gene expression related to TGF-β and BMP signaling pathways (Figure S1 and Tables S2–S4). 

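The mouse fold changes are the paper's, from its tables, and those of the bear come from edgeR. Across the 173 genes with both, Spearman's rho was 0.283 and Pearson's r 0.347, and 101 genes had the same sign. These are correlations across genes, which are not independent replicates. At an adjusted p below 0.05, 93 of the genes were called in the bear and 87 in the paper's mouse values. Both called 36 in the same direction and 11 in opposite directions, with 46 called in the bear alone and 40 in the mouse alone. A call in 1 species alone does not show a difference between them, which was not tested. Leaving out the target genes moved the relation most, to a rho of 0.173 and an r of 0.0685. Among the 45 target genes rho was 0.472.

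**Figure D4:**
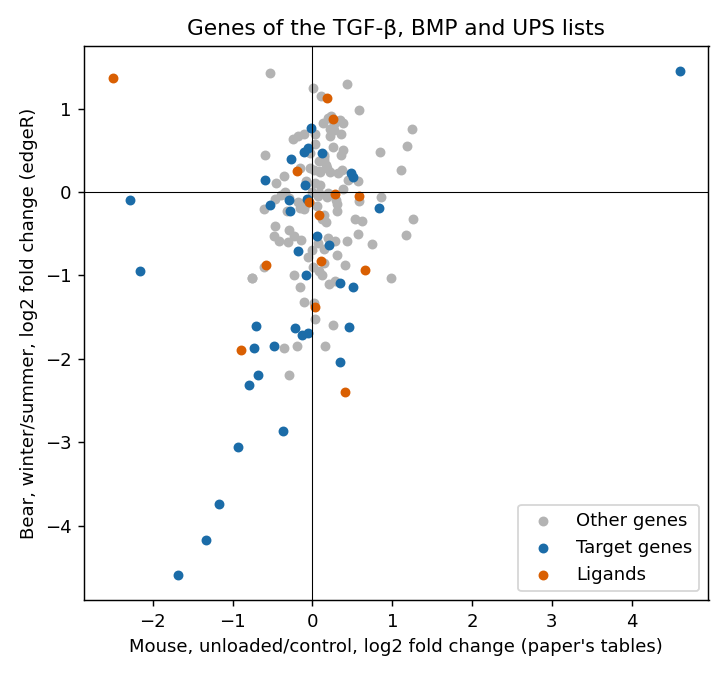
Log2 fold change of the bear (winter/summer, edgeR) against that of the mouse (unloaded/control, the paper's tables) for 173 genes, 1 point per gene, with target genes and ligands coloured. Of the points, 101 have the same sign in both species.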

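Of the 14 ligands with values in both species, 9 were called in the bear and 4 in the paper's mouse values, 2 of them in the same direction and 1 in opposite directions. Of the same ligands, 5 had the same sign. The paper's mouse log2 fold change is −2.50 for GDF5 (its DESeq2 adjusted p = 1.8e-06), 0.65 for MSTN (0.127) and −0.90 for INHBA (1.65e-05). In these values INHBA was lower in the unloaded mouse too.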

Of note, gene expressions of TGF-β and BMP ligands were mainly differently regulated, as particularly evidenced for GDF5, which was up-regulated during bear hibernation, but down-regulated during unloading in the mouse model (FC = 0.18), and as well with MSTN strongly down-regulated during bear hibernation but unchanged in unloaded mouse muscles (FC = 1.57) (Figure 4a and Tables S2 and S3). 

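Among the 11 receptors with values in both species, 6 had the same sign and rho was 0.327. In the bear 3 were called and in the paper's mouse values 5, 2 of them in the same direction. The paper's mouse log2 fold change is 0.38 for TGFBR1 and 1.18 for ACVR1B.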

Regarding receptor expressions, the two models responded quite similarly (Figure 4b and Tables S2 and S3), with three notable exceptions. Firstly, the gene expression of ACRV1C did not change in muscles of the unloaded mouse, unlike muscles of the hibernating bear, where a strong down-regulation occurred (FC = 1.11 and 0.28, respectively), what we also observed with the gene expression of TGFBR2 (FC = 1.08 and 0.80, respectively). Secondly, the gene expression of BMPR1B, GDF5 receptor, was up-regulated in muscles of the hibernating bear but was down-regulated in muscles of the unloaded mouse (FC = 0.66) (Figure 4b). The intracellular actors SMAD3, SMAD4, and SMAD1 were regulated similarly by bear hibernation or mouse unloading, although not to the same extent (FC = 0.73, 1.10, and 1.50, respectively). However, SMAD2 was up-regulated (FC = 1.24), and SMAD5 and SMAD9 remained unchanged only in the muscles of the unloaded mouse (Figure 4c).

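In the bear, SMAD2 had a log2 fold change of −0.14 (standard error 0.10, adjusted p = 0.283) and was lower in 5 of 6 bears. SMAD9 was at 2.08 ± 1.06 log2 CPM in summer and 1.25 ± 0.60 in winter (SD, n = 6 bears), a fold change of 0.5 (standard error on the log2 scale 0.42, adjusted p = 0.0711), and lower in 5 of 6 bears. In winter it lay at 2.43 log2 CPM in bear 1511 and at 0.85 to 1.29 in the others. It was called with the bear as a replicate block (adjusted p = 0.0289), in DESeq2 (0.0431) and without bear 1509 (0.0215) or 1511 (0.0362), within 0.0123 to 0.242 over the alternatives. The paper's mouse log2 fold change is 0.31 for SMAD2, 0.08 for SMAD5 and −0.23 for SMAD9.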

Regarding the E3s and DUB enzymes involved in the BMP pathway alone (Figure 5 upper panel), NEDD4 was similarly up-regulated in both models (FC = 1.63 and 1.28, respectively in bear and mouse), whereas FBXO30 (FC = 0.82) was down-regulated only in muscles of the unloaded mouse (Figure 5 and Table S4). 

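NEDD4 was at 4.92 ± 0.31 log2 CPM in summer and 5.58 ± 0.46 in winter (SD, n = 6 bears), a log2 fold change of 0.70 (standard error 0.21, adjusted p = 0.0155), higher in 4 of 6 bears. Its adjusted p was 0.069 without bear 1316 and 0.06 without bear 1512 (0.00411 to 0.069 over the alternatives). The paper's mouse log2 fold change is 0.35 for NEDD4 and −0.29 for FBXO30.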

The enzymes involved in the regulation of both TGF-β/BMP signaling were mainly up- or down-regulated in muscles of the hibernating bear but were mainly unaffected in unloaded mouse muscles (Figure 5 middle panel, Table S4). 

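Of the 11 enzymes that regulate both pathways, 7 were called in the bear, 5 higher and 2 lower, and 4 in the paper's mouse values. In both species 3 were called in the same direction, and 7 of 11 had the same sign.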

Finally, the E3s/DUB involved only in TGF-β signaling regulation were for half of them commonly unchanged or up-regulated, e.g., CUL1, UCHL5 or NEDD4L (FC = 1.17, 1.30 or 2.38, respectively), and for the other half oppositely regulated, e.g., SMURF2, CBLB, or TRIM62 (FC = 0.81, 1.50, and 1.97, respectively) in muscles of the unloaded mouse compared to muscles of the hibernating bear (Figure 5 lower panel and Table S4).

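Of the 18 enzymes that regulate TGF-β signaling alone, 9 were called in the bear, 6 higher and 3 lower, and 9 in the paper's mouse values. In both species 4 were called in the same direction and 1 in opposite directions, and 12 of 18 had the same sign. TRIM62 was lower in 6 of 6 bears at −1.03 (standard error 0.23, adjusted p = 0.00345). SMURF2 (−0.08, adjusted p = 0.731, lower in 3 of 6 bears) and CBLB (−0.11, adjusted p = 0.695, lower in 4 of 6) were not called. Without bear 1317 their log2 fold changes were 0.04 and 0.06. In summer, CBLB lay at 3.13 log2 CPM in bear 1317 and at 2.05 to 2.35 in the others. The paper's mouse log2 fold change is 0.98 for TRIM62, −0.30 for SMURF2 and 0.59 for CBLB.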

Overall, TGF-β and BMP signaling pathways were differentially regulated between atrophy-resistant muscles of the hibernating bear and atrophy-sensitive muscles of the unloaded mouse.

### 3.4. Hibernation Induces Changes in TGF-β and BMP Pathway Components at the Protein Level

To further compare these models of resistance and vulnerability to atrophy, we explored the protein levels of the SMAD intracellular actors. In the brown bear muscle, we observed a tendency to decrease for SMAD2 protein levels (*p* = 0.09) in winter compared to summer, whereas SMAD3 levels remained quite similar between the two seasons (Figure 6a,c,d). Protein levels of SMAD4 were higher in muscles of the hibernating bear compared to the active one (Figure 6a,e), but the converse was observed for SMAD1/5 (Figure 6a,f). As for mRNA, these SMAD proteins did not follow the same regulation pattern in muscles of the unloaded mouse, where none changed at the protein level (Figure 6b–f). The protein levels of CCN2, a TGF-β target gene that is also an extracellular activator of the TGF-β pathway and an inhibitor of the BMP pathway, were strongly lower in winter bear muscles but were unaffected in unloaded mouse muscles (Figure 6a,b,g). Finally, the protein levels for GDF5, a BMP ligand, remained unchanged in both muscles from the hibernating bear and the unloaded mouse (Figure 6a,b,h).

## 4. Discussion

Although basic knowledge regarding the underlying mechanisms of muscle atrophy is continuously growing, essentially from rodent models and clinical studies in humans, there are still no efficient therapeutic strategies for its prevention and treatment. To explore new avenues, we compared a model of muscle atrophy resistance, the hibernating brown bear [23], and a mouse model of disuse-induced muscle atrophy [42]. Therefore, we analyzed the bear muscle transcriptome and identified sweeping changes in gene expression between the summer-active period and the winter-hibernating period, and we compared them with transcriptomic data from muscles of the unloaded mouse.

Whereas the loss of muscle mass during inactivity is often associated with a decrease in muscle protein synthesis [42,61,62,63], we reported here that genes implicated in protein metabolism were mainly up-regulated in muscles of the hibernating bear. This is consistent with previous studies that linked muscle atrophy resistance during hibernation to induction of protein translation [35,36,64]. Under activation of FOXOs transcription factors, atrogenes involved in both autophagy and UPS pathways are enhanced in rodents [65,66,67]. These atrogenes (e.g., *MAP1LC3A*, *FBXO32,* and *ZFAND5*) were indeed up-regulated or maintained in the unloaded mouse model but down-regulated or unchanged in muscles of the hibernating bear (Table S5). 

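MAP1LC3A was at 4.08 ± 0.35 log2 CPM in summer and 2.38 ± 0.37 in winter (SD, n = 6 bears), a log2 fold change of −1.71 (standard error 0.20, adjusted p = 3.92e-05), lower in 6 of 6 bears. ZFAND5 was lower in 5 of 6 at −0.44 (standard error 0.14, adjusted p = 0.0231), and its adjusted p was 0.0755, 0.0997 and 0.0747 without bear 1316, 1317 or 1512 (0.00687 to 0.0997 over the alternatives). In winter ZFAND5 lay at 8.09 log2 CPM in bear 1509 and at 7.49 to 7.69 in the others. Of the 79 genes that Table S5 lists as up-regulated atrogenes, 28 were higher, 9 lower and 42 not called in the hibernating bear. Their median log2 fold change was 0.21, with p = 0.00514 in camera, 0.0003 in fry and 0.126 with the estimated correlation. Of the 49 listed as down-regulated, 1 was higher, 29 lower and 19 not called. Their median was −0.61, with p = 5.90e-12 in camera, 7.43e-07 in fry and 0.00604 with the estimated correlation.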

In agreement with previous studies, our data confirmed that proteolytic actors were up-regulated in disuse-induced muscle atrophy in rodents [11] but not in the bear model of muscle atrophy resistance [36]. Despite discrepancies between bear and mouse models (e.g., fed status, torpor vs. hindlimb muscle disuse), both display similar pathways controlling skeletal muscle mass and protein balance. For instance, the TGF-β signaling pathway has been reported to be evolutionarily conserved among several species, from *Caenorhabditis elegans* and *Drosophila melanogaster* to *Mus musculus* [68]. In addition, both models are responsive to denervation-induced atrophy when in active conditions [20,30]. We performed our analyses on the fast-twitch vastus lateralis muscle for the brown bear and the slow-twitch soleus muscle for the mouse. Thus, we cannot exclude the possibility that the differences recorded here between the models may partly have resulted from the specific nature of these muscles concerning their metabolic and contractile properties. However, it is noteworthy that, although fast-twitch muscles are not as sensitive to physical inactivity as slow-twitch muscles, both types of muscles atrophied in classical models of long-term physical inactivity in rodents [25,29,39,69,70] and humans [71,72,73]. Despite this difference in metabolic and contractile properties, a general down-regulation of genes involved in extracellular matrix (ECM) structure organization was observed in atrophied muscles from the unloaded mouse and atrophy-resistant muscles from the hibernating brown bear (Figure 1 and Table S2). This ECM structure remodeling is a common feature of other atrophic models reported during dystrophic diseases [74] or muscle disuse in rodents or humans [26,69,75,76,77].

TGF-β is currently of major interest within the field of skeletal muscle biology. Indeed, the gene disruption of two of its ligands Myostatin (*MSTN*) or Activin A (*INHBA*), and the inhibition of their shared receptor ActRIIB (*ACVR2B*) promote a profound muscle hypertrophy phenotype in various conditions and species [78,79,80,81]. On the contrary, over-expression of *MSTN* or *INHBA* leads to the recruitment and phosphorylation of SMAD2-3, triggering an atrophic transcriptional program [16,17,82,83,84]. Here, we reported that the expression levels of both ligands *MSTN* and *INHBA* were lower only in muscles of the hibernating bear. In addition, *ACVR2B* and *SMAD2* mRNA levels were up-regulated in muscles of the unloaded mouse whereas maintained in muscles of the hibernating bear. 

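In the bear, ACVR2B had 23 to 85 reads per library and a log2 fold change of 0.48 (standard error 0.24, adjusted p = 0.129), higher in 4 of 6 bears. Without bear 1509 its adjusted p was 0.0394 (0.0394 to 0.368 over the alternatives). The paper's mouse log2 fold change of ACVR2B is 0.85.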

At the protein level, SMAD2 was maintained in the muscles of the unloaded mouse and showed a tendency to decrease in muscles of the hibernating bear. However, despite extensive efforts and numerous antibodies tested, we could not characterize the SMADs phosphorylation status in bear muscles, which thus remains to be defined.

One TGF-β target gene, CCN2 (also known as CTGF), is an ECM protein associated with fibrotic activity that is up-regulated in several muscle chronic disorders (i.e., Duchenne muscular dystrophy or the amyotrophic lateral sclerosis) [85]. CCN2 is one of the main pro-fibrotic cytokines acting downstream of TGF-β signaling and can amplify its effects through enhancement of TGF-β ligand-receptor binding [85,86,87,88,89,90]. Inhibition of *CCN2* gene expression reduced fibrosis and improved muscle and locomotor performance in a rodent model of amyotrophic lateral sclerosis [86]. During unloading, mRNA and protein levels of CCN2 were unchanged in the muscles of the unloaded mouse but were strongly lower in the muscles of the hibernating brown bear. Taken together, our data strongly suggest that TGF-β signaling is overall inhibited only in muscles resistant to atrophy during bear hibernation.

The BMP pathway is a potent inducer of bone and cartilage formation [91]. BMP signaling was also recently discovered as a regulator of muscle mass, as its inhibition abolished the hypertrophic phenotype of the *MSTN*-KO mouse [20], and an increase in its receptor activity induced important muscle hypertrophy [21]. Regarding BMP ligands, GDF5 is essential to muscle mass maintenance, binding preferentially to the type I receptor BMPR1B. GDF5 expression was strongly induced in denervated mouse muscles, and its inhibition worsened muscle atrophy, suggesting a role in counteracting denervation-induced atrophy [20]. We report here that the gene expression for both *GDF5* and *BMPR1B* was strongly down-regulated in mouse muscles during unloading, whereas up-regulated in muscles of the hibernating bear. However, GDF5 protein levels were stable in the muscles of both the unloaded mouse and the hibernating bear. We recently demonstrated that circulating components of the hibernating bear serum were able to induce trans-species effects on human myotubes, notably inhibition of protein degradation. Therefore, we hypothesized that those components could be involved in the maintenance of muscle mass and strength in the hibernating bear [92]. Along with muscle mass maintenance, bear hibernation is also associated with bone mass maintenance [93], and thus GDF5 may constitute a possible target toward muscle and bone protection during long periods of physical inactivity and/or fasting. Unfortunately, the exploration of GDF5 concentration in bear serum was hampered by species cross-reactivity concerns with commercially available Elisa kits and thus remains to be addressed.

It has been proposed that the BMP and TGF-β common actor SMAD4 mainly engages with the TGF-β pathway, but switches to the BMP pathway when TGF-β transduction is reduced, and thus could be the limiting factor between these two signalings [20]. Moreover, denervation-induced muscle atrophy was exacerbated in the SMAD4 deficient mouse [20], and muscle mass was increased in humans with a mutation-associated gain of function in the SMAD4 gene [94]. We observed here higher mRNA and protein levels for SMAD4 in muscles of the hibernating bear, but only at mRNA levels in muscles of the unloaded mouse. This is concomitant with the overall down-regulation highlighted for the TGF-β signaling in the hibernating bear, which was not observed for the unloaded mouse. Thus, the inhibition of the TGF-β signaling in muscles of the hibernating bear may have released SMAD4 from TGF-β to BMP pathway to maintain muscle mass in a long period of disuse (Graphical abstract).

TGF-β and BMP share a SMAD-independent pathway that activates the E3 ubiquitin ligase TRAF6 [58]. In addition to its pro-atrophic role [95], TRAF6 is also required for myogenic differentiation and muscle regeneration via the MEF2 axis [96]. MEF2 is a conserved family of transcription factors involved in the control of muscle gene expression [97]. A recent muscle transcriptome analysis highlighted an inhibition of MEF2 transcription factors during human bed rest leading to skeletal muscle alterations [98]. Here, only *MEF2A* was up-regulated during unloading in mouse muscles, whereas *TRAF6*, *MEF2A,* and *MEF2C* were up-regulated in the hibernating bear muscles. We already observed a myogenic microRNA signature mediated by MEF2A signaling in the muscles of the hibernating bear, promoting mechanisms of muscle regeneration, suppression of ubiquitin ligases, and resistance to muscle atrophy [33]. Further studies are required to address whether this MEF2 signature could be under the control of the TGF-β and/or the BMP pathway through TRAF6.

## 5. Conclusions

Resistance to muscle atrophy in hibernating brown bears has so far been linked to a reduction in protein and energy metabolism. Here, we show for the first time that the TGF-β pathway is down-regulated whereas the BMP pathway is concomitantly sustained or even up-regulated in atrophy-resistant muscles of the hibernating brown bear. Thus, beyond strengthening the previous hypothesis of a hypometabolism enabling this natural resistance to muscle atrophy, our study provides new insights regarding the underlying mechanisms.

The originality of the current work lies in the choice to study the mechanisms involved in resistance to atrophy, and not solely, as in many studies, the mechanisms involved in the onset of atrophy. Our comparison of resistance and sensitivity to muscle atrophy animal models suggested the balance between the TGF-β and the BMP pathways as critical for preventing skeletal muscle atrophy over a long period of disuse. Many targeted therapies to counteract muscle atrophy already focus on TGF-β inhibition [99]. Our data open the way for further studies and clinical trials to test the effects of strategies to switch on (or sustain) the BMP pathway in combination with TGF-β inhibition to prevent disuse-induced muscle atrophy.

## Figures and Tables

**Figure 1:**
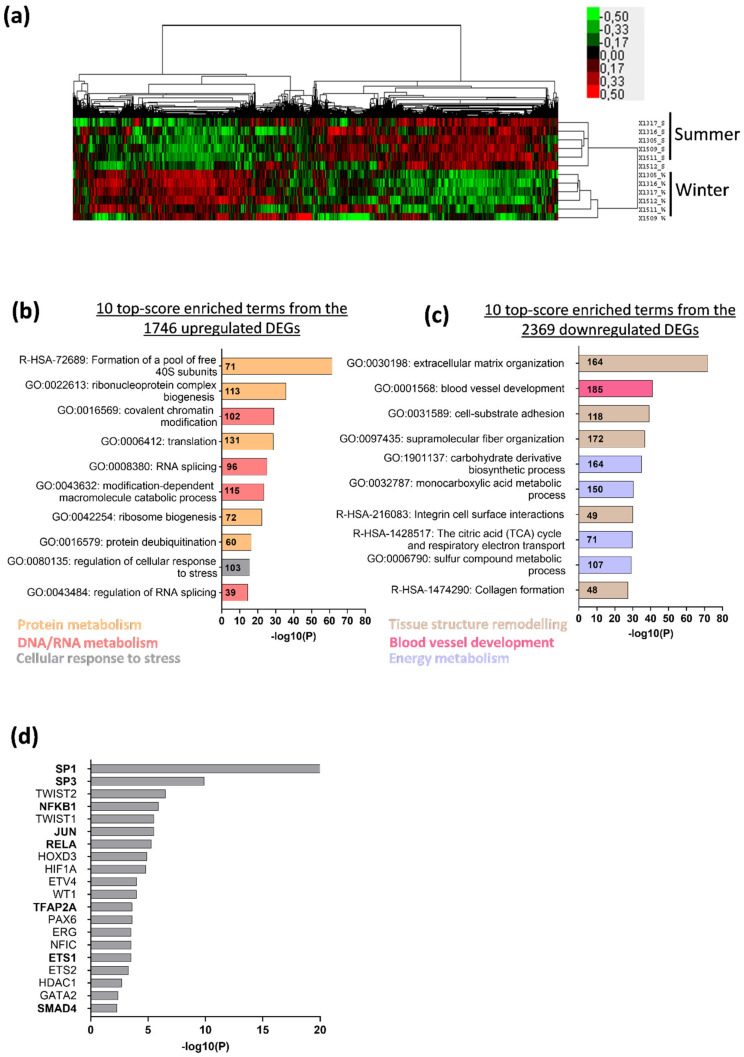
Deep changes in brown bear muscle transcriptome during hibernation. (**a**) Heatmap from brown bear muscle (vastus lateralis) transcripts (*n* = 6 bears/season, the same individuals were sampled and analyzed in summer and winter); red indicates high and green indicates low expression level of the 13531 genes. (**b**) Graph representing the 10 top-score of significantly enriched terms in winter compared to summer, from the 1746 up-regulated differentially expressed genes (DEGs) (FC W/S >|1.3| and padj < |0.01|) or (**c**) from the 2369 down-regulated DEGs (FC W/S < |0.77| and padj < |0.01|; Table S1). The color code for the functional cluster is indicated in the respective graphs, and the bold numbers in the different bars represent the numbers of DEGs found in the enriched terms. (**d**) Graph representing the 10 top-score of transcription factors involved in DEGs regulation from “Formation of a pool of free 40S subunits” and “Extracellular matrix organization” enriched terms. The bold TFs are involved in TGF-β superfamily regulation.

**Figure 2:**
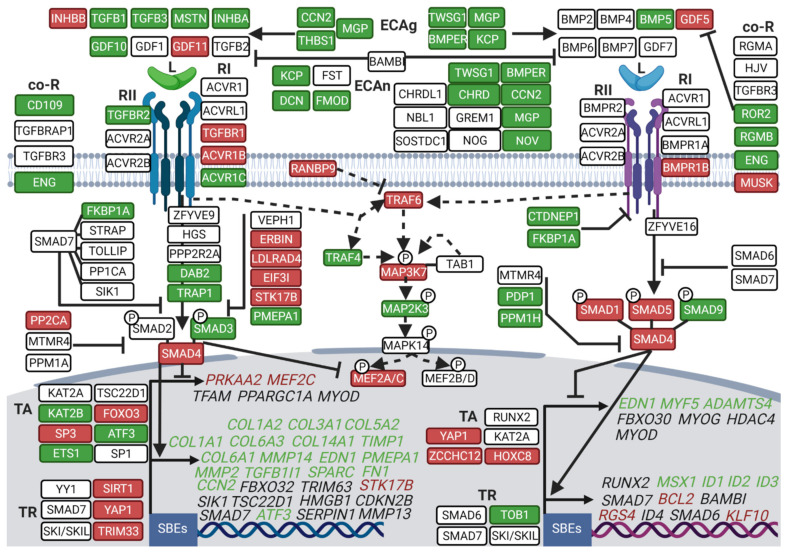
Deep transcriptomic reprogramming of TGF-β and BMP pathways in muscle during brown bear hibernation. Scheme showing brown bear vastus lateralis muscle transcripts involved in TGF-β and BMP signaling and depicting (i) their relationships [55,56,57] and (ii) the difference in their expression levels between hibernation and activity periods. Red and green boxes indicate, respectively up- and down-regulated genes during hibernation compared to the summer season, and white boxes indicate unchanged genes. Target genes of the TGF and BMP pathways are indicated in italic and are in green when down-regulated, in red when up-regulated, and in black when unchanged. Dashed lines show the SMAD-independent pathway and full lines the canonical signaling pathway. Arrows indicate activation, and ⊥ bars indicate inhibition. (*n* = 6 bears/season, the same individuals were sampled and analyzed in summer and winter, padj < |0.05|; Tables S2 and S3). ECAg: Extracellular Agonist, ECAn: Extracellular Antagonist, L: Ligand, Co-R: Co-Receptor, RII: Receptor type II, RI: Receptor type I, TA: Transcriptional Activator, TR: Transcriptional Repressor, SBEs: SMAD Binding Element. Created with BioRender.com.

**Figure 3:**
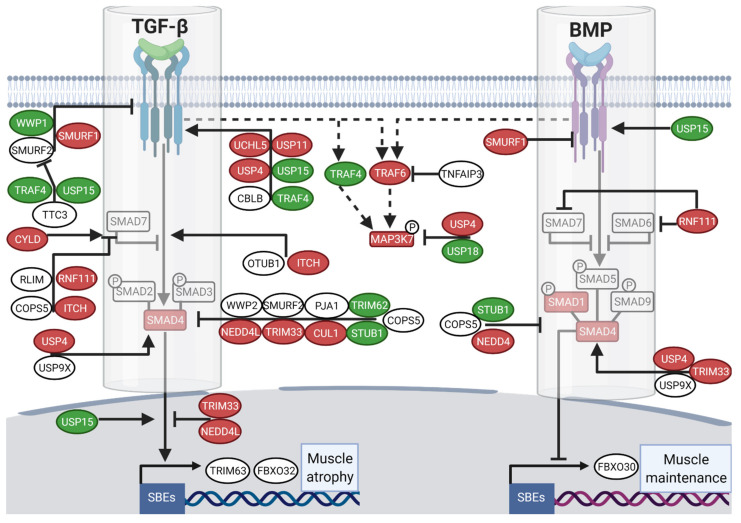
A transcriptomic reprogramming of UPS components involved in TGF-β and BMP regulation prevails in muscle during brown bear hibernation. Scheme showing the E3s/DUBs enzymes regulation of brown bear vastus lateralis muscle transcripts involved in TGF-β and BMP signaling pathways and depicting (i) their relationships [12,60] and (ii) the difference in their expression levels between hibernation and activity periods. Red and green boxes indicate, respectively up- down-regulated genes during hibernation compared to the summer season, and white boxes indicate unchanged genes. Dashed lines show the SMAD-independent pathway and full lines the canonical signaling. Arrows indicate activation and bars inhibition. (*n* = 6 bears/season, the same individuals were sampled and analyzed in summer and winter, padj < |0.05|; Table S4). SBEs: SMAD Binding Elements. Created with BioRender.com.

**Figure 4:**
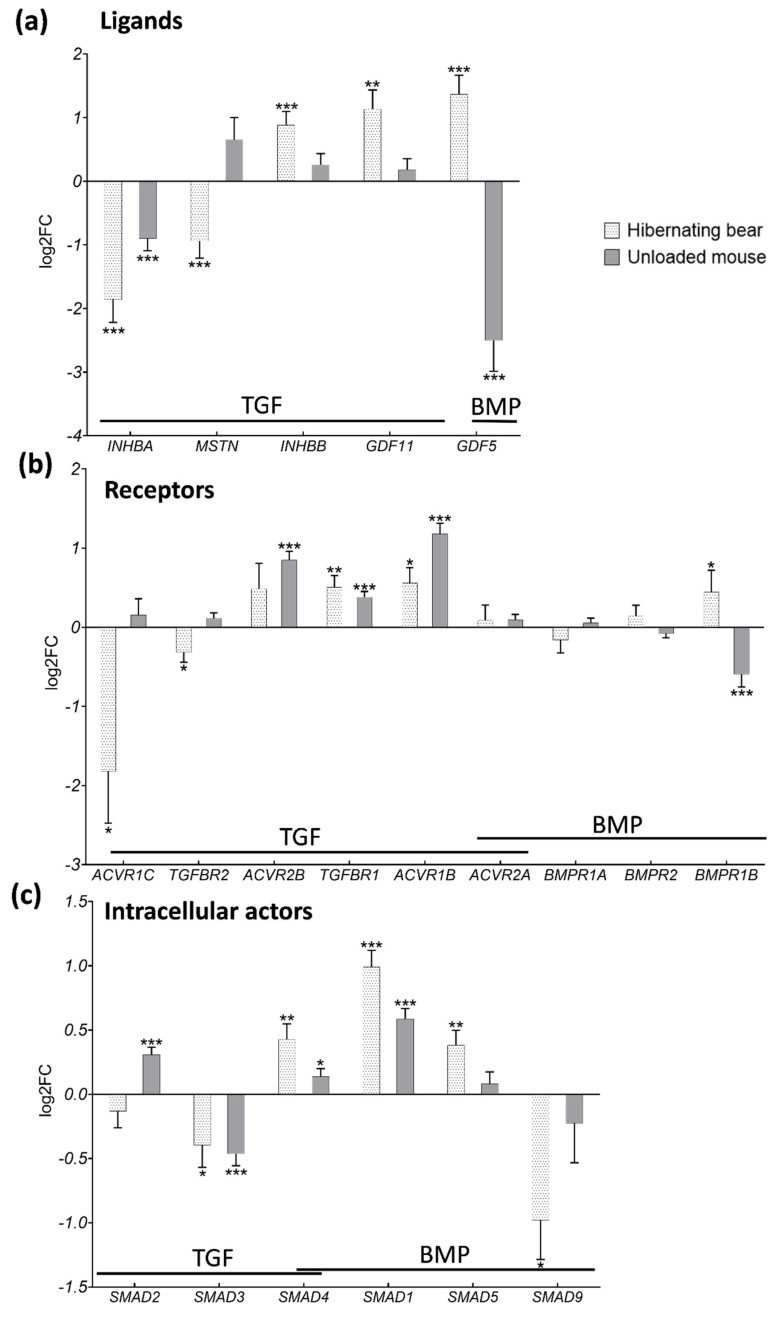
The gene expression pattern of TGF-β and BMP components is different in brown bear muscle resistant to atrophy during hibernation compared to atrophied muscles of the unloaded mouse. Genes expression level in vastus lateralis muscle of active and hibernating brown bears (*n* = 6 bears/season, the same individuals were sampled and analyzed in summer and winter, log2FC Winter/Summer, dotted white bars) and in soleus muscle of control and unloaded mice (*n* = 4 mice per condition, log2FC Unloaded/Control, gray bars). The depicted genes were categorized as TGF-β and BMP (**a**) ligands, (**b**) receptors, and (**c**) intracellular actors. Data are expressed as log2FC ± lfcSE. Statistical significance is shown (* padj < |0.05|; ** padj < |0.01|; *** padj < |0.001|).

**Figure 5:**
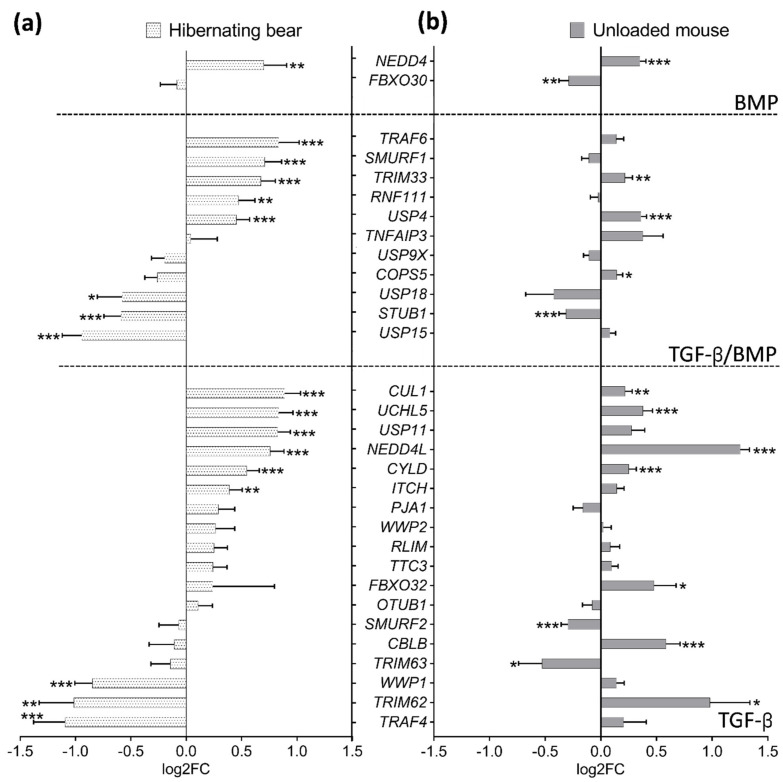
The gene expression pattern of muscle E3s/DUB enzymes involved in TGF-β and BMP pathway regulation differed in the atrophy-resistant brown bear muscle during hibernation compared to the atrophied muscle of the unloaded mouse. Genes expression level (**a**) in vastus lateralis muscle of active and hibernating brown bears (*n* = 6 bears/season, the same individuals were sampled and analyzed in summer and winter, log2FC Winter/Summer, dotted white bars), and (**b**) in soleus muscle of control and unloaded mice (*n* = 4 mice per condition, log2FC Unloaded/Control, gray bars). Data are expressed as log2FC ± lfcSE. Statistical significance is shown (* padj < |0.05|; ** padj < |0.01|; *** padj < |0.001|).

**Figure 6:**
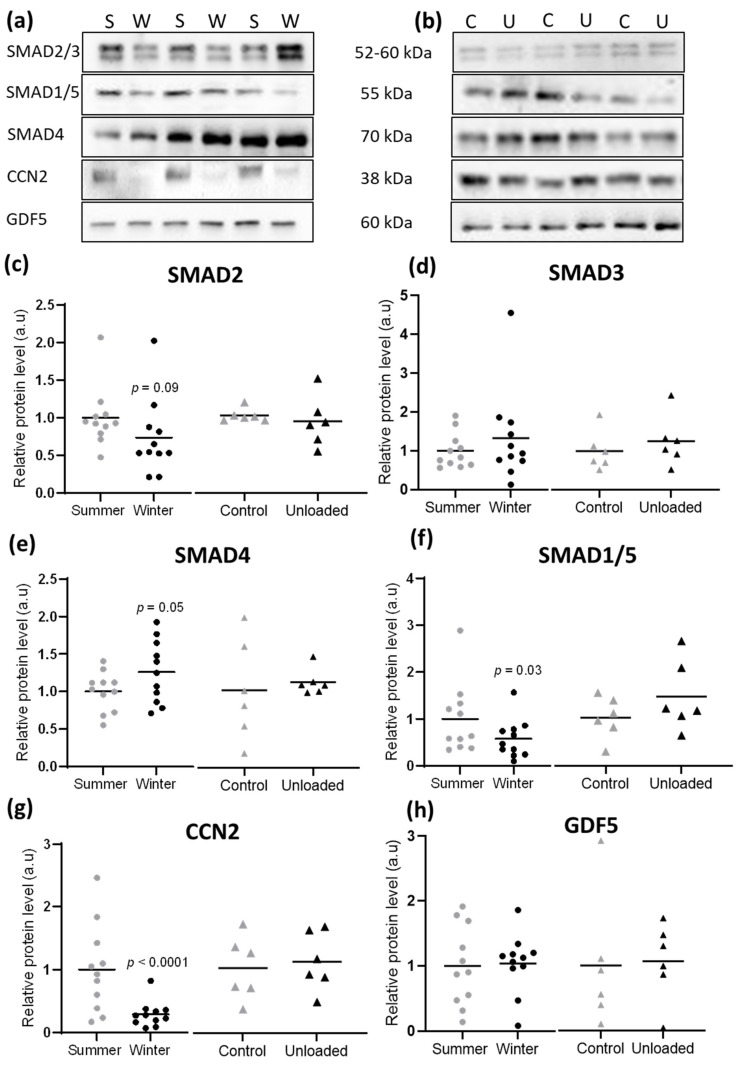
Hibernation induces changes in TGF-β and BMP components at protein level. Protein levels for total SMAD2/3, SMAD1/5, SMAD4, CCN2, and GDF5 were assessed by Western blots (**a**) in the vastus lateralis muscle of brown bears during summer (S) and winter (W) and (**b**) in the soleus muscle of control (C) and unloaded mice (U). Representative western blots are shown for three couples of bears and mice. (**c**–**h**). Data are presented as individuals’ values with mean bars (*n* = 11 bears/season, the same individuals were sampled and analyzed in summer and winter, and *n* = 6 mice per condition). Gray and black dots are for muscles of bears, in summer and winter, respectively, and gray and black triangles are for control and unloaded muscle of mice, respectively.

## Data Availability

The analyzed transcriptomic mouse data that support the findings of this study are openly available in the GEO repository database at https://doi.org/10.1093/gerona/gly051, accessed on 16 June 2021, reference number (GSE102284). The generated transcriptomic bear data that support the findings of this study are openly available in the GEO repository database at https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi, accessed on 16 June 2021, reference number (GSE144856). Other data that support the findings of this study are available in the supplementary material of this article.

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/cells10081873/s1, Figure S1, Tables S1–S6, and Blots quantification.

# Supplementary material for: Concurrent BMP Signaling Maintenance and TGF-β Signaling Inhibition Is a Hallmark of Natural Resistance to Muscle Atrophy in the Hibernating Bear
**Source:** Cells. 2021 Jul 23;10(8):1873. doi: 10.3390/cells10081873
**Supplement:** Supplementary file 1

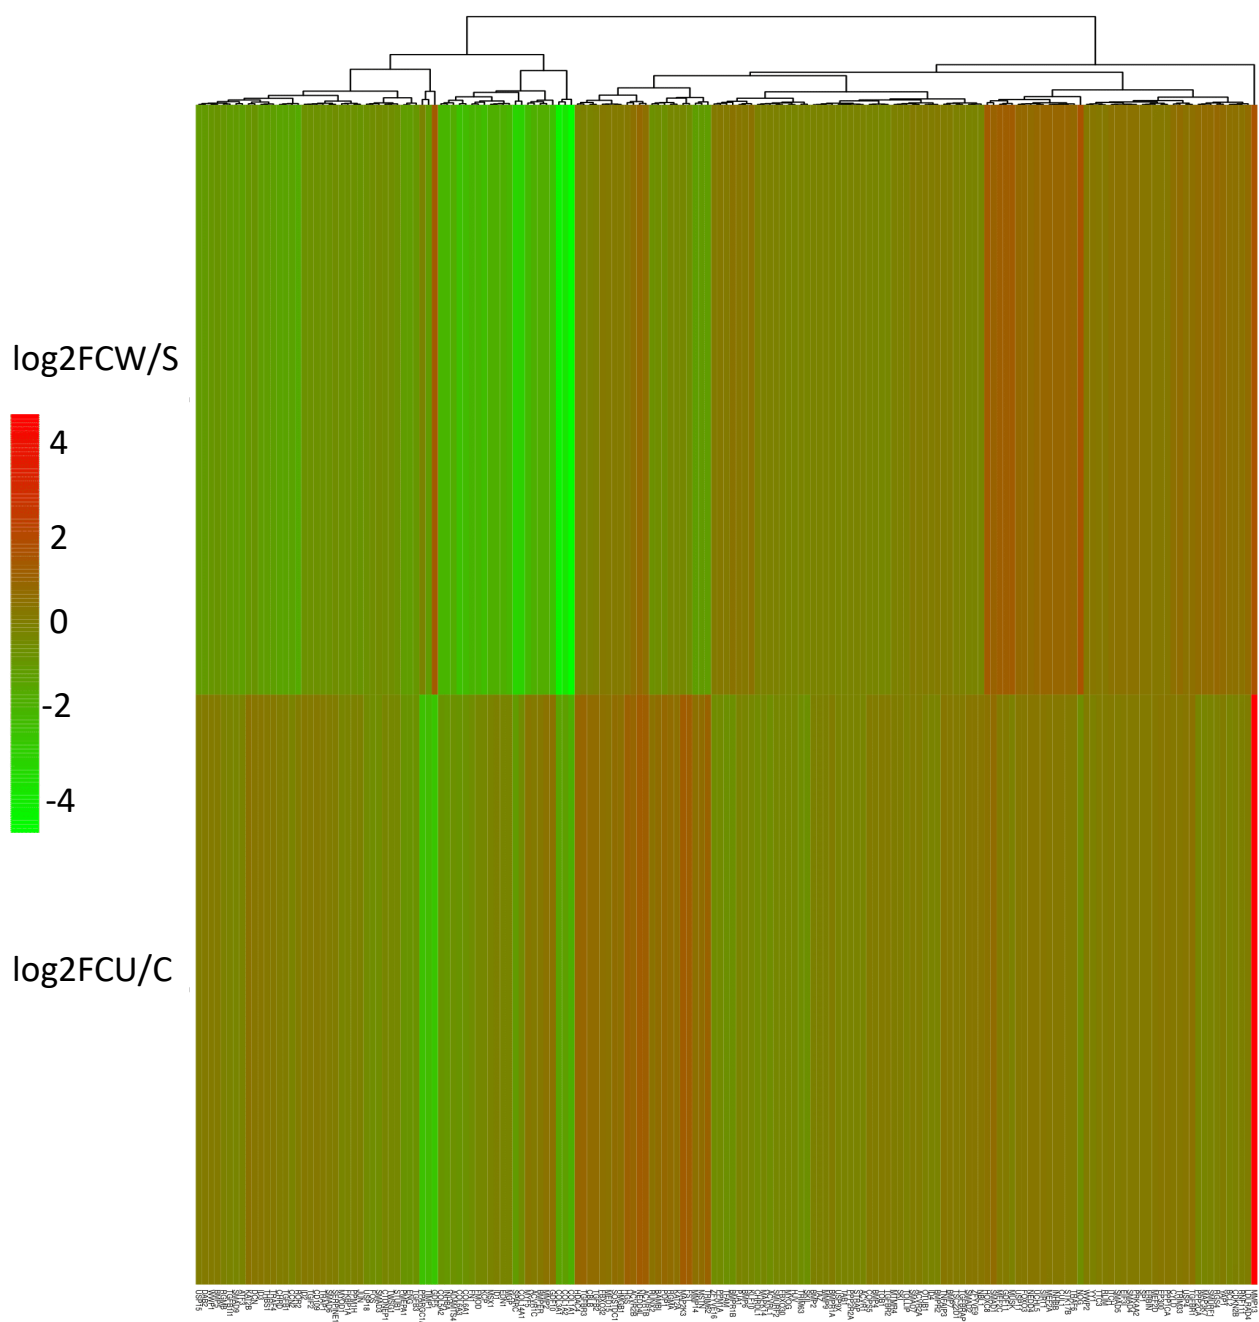

Supplementary Figure S1

**Supplementary Figure 1. The gene expression pattern of TGF- $\beta$  and BMP components is different in brown bear muscle resistant to atrophy during hibernation compared to atrophied muscles of the unloaded mouse.** Heatmap from vastus lateralis muscle of active and hibernating brown bears (n=6 bears/season, the same individuals were sampled and analyzed in summer and winter, log2FCWinter/Summer), and soleus muscle of control and unloaded mice (n=4 mice per condition, log2FC Unloaded/Control) of 171 TGF- $\beta$ /BMP related genes. The green and red colours indicate that the gene expression decreased or increased, respectively, and each line represents one gene.

How the deposited data were processed for this re-analysis (not part of the article)

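The data are the 12 muscle libraries of 6 brown bears, 1 from hibernation and 1 from the active period per bear. The authors prepared stranded mRNA libraries, sequenced single reads of 50 bases, aligned them to ASM358476v1 with TopHat and counted reads per gene strand-specifically with featureCounts. The deposited values are these counts, whole numbers that the authors did not normalize or filter. The file holds 0 lines without a gene name, and genes under 30 reads held 0.019% of all reads. The authors spread the libraries over sequencing lanes that the labels do not assign, so a lane effect was not tested.

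Depth ran from 16742406 to 32140160 reads per library, and 18792 to 19512 genes had a read in a winter library against 19032 to 19388 in a summer library. No sample was left out. Among libraries of one season, the lowest chi-square per gene was 39, where counting noise alone gives 1, so no library is a copy of another of its season.

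The season comparison used R 4.3.3, edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Genes under 30 reads over the 12 libraries were left out, counts were scaled by TMM, and glmQLFit and glmQLFTest were fitted with season as the only term. A differentially expressed gene had an adjusted p below 0.01 and a fold change above 1.3 or below 0.77, and a member of a list an adjusted p below 0.05, as in the paper's tables. Lists were tested with camera at a correlation of 0.01. The p values of camera and fry rest on the model. The paper names DESeq2 and the same individuals in both seasons but gives no design formula in its text. The alternatives were edgeR with the bear as a replicate block, DESeq2 with and without that block, RLE normalization, library totals, no filter, filterByExpr, limma voom, each bear left out, other thresholds, fry and an estimated correlation. These choices, the paper's lists and the rule for named genes were made before the data were examined. The named genes were first every gene whose bear mRNA level the paper's Results or Discussion mentions. The second part was the 10 largest rises and 10 largest falls among called genes that changed in the same direction in all 6 bears with a mean of at least 1 log2 CPM. The paper's values of its named genes in Tables S2 to S5 had been seen by then.

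The same animals were sampled in both seasons, by the paper's methods. Deviations from the season means correlated at 0.0903 to 0.344 between the libraries of a bear, and at a median of −0.0634 and at most 0.142 over the 30 pairs of different bears.

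The fits were tested on simulated data, with counts drawn for 17290 genes from the means and library sizes of the real libraries and 200 genes changed. In this simulated comparison of winter with summer in 6 bears, edgeR recovered 84% of the changed genes and called 3 others. It recovered 70% of the genes changed 2-fold and 98% of those changed 4-fold, with a median error of 0.13 on the log2 scale. The replicate block recovered 76% with 4 others, DESeq2 89.5% with 14 and limma voom 81% with 1. The spread drawn was that left in the fit with the bear as a replicate block. The recovery given for the fits without the block can therefore be too high for the real libraries. No difference between bears was drawn, so the simulation does not weigh the replicate block, which in the real libraries called 4440 genes and the fit without it 4154.

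Marker lists of cell types and processes were among the choices above. Those of nervous system cells, peripheral nerve, other organs, denervation, and fibroblast genes that are not matrix proteins were written after the data were opened, with genes whose values had not been looked at. The tests of explanations were written after the data were opened too, some before and some after their own result was seen, as the closing section says. A library was examined further where its gap to the nearest of the 6 libraries of its season, divided by the range, was above Dixon's 95% critical value. The mouse libraries, the Western blots and the transcription factor network were not among the deposited counts and were left out.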

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

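The tests on the libraries of bears 1509, 1316 and 1305 and the one with thinned libraries were chosen only after the result was seen. The libraries below are those in which, among the 6 of a season, the gap of the highest or lowest library, divided by the range of the group, was above Dixon's 95% critical value. This held for 20 of 268 groups, where chance gives about 13.4, so single ones of them carry little weight. The winter library of bear 1509 held 6 of them.

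The winter library of bear 1509 stood apart on the second principal component (−98.6 against 6.35 to 23.1 in the other winter libraries, a ratio of 0.862). It held 361 genes at 8 times the maximum of the other winter libraries, against 0 to 13 in those (ratio 0.964), with 0.213% of its reads. Its TMM factor was 1.08 against 0.923 to 0.982 (0.63) and the mean level of the neuron genes 2.22 against −0.31 to 0.24 log2 CPM (0.784). ZFAND5 was at 8.09 against 7.49 to 7.69 log2 CPM (0.67) and LOC113251521 at 4.69 against −0.66 to 1.01 (0.689). Of genes chosen after their values were seen, SNAP25 had 2464 reads and at most 4 in the other winter libraries and GRIA2 1094 and at most 5. The tables argue against peripheral nerve in the biopsy, whose list was raised by a median of 0.051 on the log2 scale over the other winter libraries, against denervation or regeneration of the fibres (−0.046), against RNA of liver, kidney, heart or testis, and against low depth, since the winter library of bear 1511, of nearly the same total, held 13 such genes. Such an organ would bring its abundant transcripts, but none of the 10 liver, 10 kidney, 8 heart and 11 testis genes in the file were among the 361, which sum to 2128.73 CPM. In sum the lists lay at 32.8 CPM for liver (at most 16.5 in the other winter and 90.2 in the summer libraries), 11.6 for kidney (8.05 and 13.8), 14.6 for heart (29.8 and 13) and 0.239 for testis (0.104 and 0.293), above the other winter libraries for liver, kidney and testis but far below the sum of the 361 genes and within the range of the summer and winter libraries together, with a highest median excess of 0.11 on the log2 scale over the genes in the file. The few tested genes of these lists gave 0.85 for liver (2 genes), 0.68 for kidney (5) and 0.97 for heart (2). At an adjusted p below 0.05, the winter rises of SNAP25 and GRIA2 rested on this library. Their log2 fold changes were 8.91 (adjusted p = 0.0117) and 7.98 (0.0136), but 0.15 (0.932) and 0.19 (0.92) without bear 1509. Neither passed the limits of the DEGs. For other single calls between seasons this stays open, as 3835 DEGs were called without bear 1509 and 3425 of them were among the 4154. RNA of brain cells stays open. The neuron list was raised by a median of 2.95 and 16 of its 23 tested genes were highest in this library. The astrocyte list was raised by only 0.56 and the oligodendrocyte list by 0.46. In sum, the neuron genes lay at 240 CPM in this library, with at most 79.6 in the other winter and 115 in the summer libraries. The astrocyte genes lay at 493 CPM (at most 348 and 1163) and the oligodendrocyte genes at 16.1 (at most 25.7 and 32.8). Of their genes in the file, 12 of 29 neuron, 2 of 12 astrocyte and 1 of 12 oligodendrocyte genes were among the 361. In the other 11 muscle libraries together, 21 neuron, 9 astrocyte and 5 oligodendrocyte genes had at least 30 reads. The design names no condition that sets this library apart, and of biological explanations only denervation or regeneration was tested. Of the 254 of these genes that were tested, 2 were called between seasons, and 29 with the bear as a replicate block.

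In the summer library of bear 1316, 32 genes lay at 8 times the maximum of the other summer libraries, against 1 to 10 (ratio 0.71). ADIPOQ, chosen after its values were seen, had 7291 reads and at most 1102 in the others. DGAT2 was at 7.99 against 2.38 to 4.34 log2 CPM (0.65). A candidate explanation is adipose tissue in the biopsy, as the adipocyte list was raised by a median of 2.58. Between seasons this list had 1 gene higher and 2 lower (median −0.94, higher in 3 bears and lower in 3). USP15 was at 5.98 against 6.45 to 6.70 log2 CPM in the same library (0.646), and no explanation of this was tested, nor a biological one for the adipose genes.

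In the summer library of bear 1305, the circadian clock list had a mean level of 3.75 against 4.34 to 4.45 log2 CPM (0.832). Its 13 repressors and outputs lay −1.06 from the other summer libraries in the median, 2 of them higher, and its 3 activators 0.72, 3 of them higher. Another hour of sampling and a shifted clock cannot be told apart, as the paper's text states no hour. MEF2C was lowest in this library, 8.35 against 8.56 to 8.66 (0.682). In the winter library of this bear the lymphocyte genes had a mean of −0.18 against −1.05 to −0.92 (0.849). No explanation of the last 2 was tested.

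In the winter library of bear 1317, the peripheral nerve genes had a mean of 1.32 against 0.09 to 0.52 log2 CPM (0.648) and the denervation and regeneration genes one of 3.83 against 2.53 to 2.84 (0.762). In its summer library CBLB was at 3.13 against 2.05 to 2.35 (0.717) and LOC113270471 at 0.47 against −1.32 to −0.70 (0.656). In the winter library of bear 1511 the UPS list had a mean of 4.87 against 5.05 to 5.15 (0.649), the mitochondrial ribosome genes one of 4.81 against 4.40 to 4.54 (0.644) and SMAD9 a level of 2.43 against 0.85 to 1.29 (0.717). SMAD5 in the summer library of bear 1512 was at 5.84 against 5.39 to 5.53 (0.676). No explanation of these was tested, and with 1 library each the design gives none.

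Of the 10 largest rises and 10 largest falls chosen by the rule for named genes, those that the paper's text does not discuss were the rises of NWD1 (log2 fold change 4.73, adjusted p = 1.07e-05), ANKRD1 (4.64, 6.08e-05), LOC113270471 (3.89, 2.35e-05), GRM2 (3.57, 2.62e-06), LOC113260058 (3.53, 5.18e-06), ANGPTL4 (3.17, 0.000466), UBAP1L (3.14, 2.62e-06), LOC113252197 (3.14, 7.83e-07), SCN3B (3.09, 0.000958) and C1QTNF4 (3.07, 7.83e-07). They were further the falls of LOC113249916 (−4.46, 4.01e-05), which the UrsArc2.0 gene table names C1QTNF6, DGAT2 (−4.31, 0.00468), LOC113251521 (−4.17, 0.00139), POSTN (−3.81, 0.000586), GADL1 (−3.81, 0.000392), LOC113263118 (−3.76, 0.000253) and ADAMTS2 (−3.73, 0.000306). Each changed in its direction in 6 of 6 bears. LOC113260058 and LOC113252197 are long non-coding RNAs in that table, and LOC113270471 is not in it. Without bear 1316 the log2 fold change of DGAT2 was −1.92, and DESeq2 gave no adjusted p for it. Without bear 1509 that of LOC113251521 was −6.23, of LOC113249916 −5.37, of POSTN −4.90, of GADL1 −4.89 and of LOC113263118 −4.62. That of ANGPTL4 was 4.01 without bear 1316, and that of SCN3B 4.05 without bear 1305 and 2.48 without bear 1317. Library size is no cause of the calls as a whole, since 3905 DEGs were called with every library thinned to the smallest. The season itself stays open as the biological explanation.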

How the results depend on the processing

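The tests with every library thinned to the smallest, with genes other than LOC numbers only and with DESeq2, replicate block and season means together were chosen only after the result was seen. The gene length alternative was not run, because no genome or gene lengths of the build of the counts were at hand.

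The number of DEGs was 4440 (2115 higher, 2325 lower) with the replicate block, 5095 (2508 higher, 2587 lower) in DESeq2, 5026 (2385 higher, 2641 lower) in DESeq2 with the replicate block, 4137 (2105 higher, 2032 lower) with RLE and 3818 (1578 higher, 2240 lower) with library totals. It was 3901 without a filter, 4090 with filterByExpr, 4335 in limma voom and 3905 after thinning. The calls shared with those reported were 3801 with the replicate block and 4127 in DESeq2. Leaving out bears gave 2577 to 3835 DEGs, 1262 to 1916 higher and 1315 to 1919 lower, the fewest without bear 1305, with fewer libraries in each fit. At an adjusted p below 0.05 and no fold change limit, which admits more genes by construction, 6831 (3386 higher, 3445 lower) were called. Library totals moved the median of all genes by −0.08 on the log2 scale.

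Of the p values of the set tests, by camera unless fry is named, that of the TGF-β list passed 0.05 with the replicate block (0.00203), in DESeq2 with the replicate block (0.00122), with library totals (0.0389), without a filter (0.0147) and in fry (0.00304), and lay at 0.0218 to 0.11 with bears left out, below 0.05 without bear 1305, 1316 or 1511 (0.0341, 0.0218, 0.0344). With the estimated correlation, the p of the TGF-β list was 0.235 without the replicate block and 0.0277 with it. That of the BMP list passed in fry (0.0311). That of the UPS list passed in fry (0.00446), DESeq2 (0.0469), DESeq2 with the replicate block (0.049) and limma voom (0.0455), with 0.0397 to 0.114 when bears were left out, below 0.05 without bear 1317, 1511 or 1512 (0.0398, 0.0397, 0.0451). That of the translation set did not pass with the estimated correlation (0.0699). The directions were kept, and the cause of these shifts was not tested. At the limits of the DEGs, 11 BMP genes were higher. The median of the TGF-β list was −0.20 with library totals and −0.18 to −0.086 with bears left out (lowest without bear 1305, highest without bear 1317). The median of the BMP list was −0.28 with library totals and −0.33 to −0.12 with bears left out (lowest without bear 1511, highest without bear 1509). The translation set had 0 to 1 lower genes with bears left out (1 without bear 1511). The matrix set had 1 higher gene with library totals, 1 at the limits of the DEGs and 1 to 4 with bears left out (fewest without bear 1305, most without bear 1509). The season separation was 12 of 12 libraries with complete linkage, with library totals and with the 1000 most variable genes.

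Between bear and mouse, rho was 0.373 and r 0.395 over the genes called in the bear, with 63.4% of the same sign. Without target genes they were 0.173 and 0.0685. Fewer genes enter both.

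Of the 97 named genes, 90 kept both their call and their direction with the replicate block, 94 in DESeq2, 92 with library totals and 95 without a filter. With a bear left out, 90 to 93 kept both. The replicate block lost the call of SMAD3 (adjusted p = 0.0538, within 0.0147 to 0.164 over the alternatives) and added those of DCN, TGFBR2, ATF3, TOB1, ID2 and SMAD9, whose values are given with the differences from the paper, and changed no other call of a named gene. Over the bears left out, the log2 fold change ran from −0.20 to 0.30 for ID4, reversed at −0.055 without bear 1509 and lowest without bear 1512. It ran from −0.042 to 0.48 for FBXO32 (lowest without bear 1305). It ran from −0.22 to 0.020 for FBXO30, −0.16 to 0.042 for SMURF2 and −0.27 to 0.061 for CBLB, each highest without bear 1317. The cause was not tested, and these 5 genes were not called in edgeR.

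Depth limits the calls in genes of few reads. Of the simulated 2-fold changes, edgeR called 24 of 50 in genes with a mean of 21.4 to 248 reads per library, and 46 of 50 in genes with 256 to 9130.75. No difference between bears was simulated, so fewer may be called in the real libraries.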

Differences from the paper's values

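The tests on genes other than LOC numbers only, in edgeR or in DESeq2 with the replicate block and season means, were chosen only after the result was seen, and so was thinning. The other settings named here were set before the data were examined. In the reported setting no count was more than 1.5 times the paper's or the reverse, and no fold change had the other direction or lay both more than 1.5 times and more than the SD between bears away. A value inside these limits can still lie apart from the paper's, as 17290 genes analysed against 13531 and 2077 DEGs higher against 1746.

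The paper describes the DEGs as mainly lower in winter, where edgeR gave 2077 and 2077. More genes were lower than higher with the replicate block (2115 higher, 2325 lower), in DESeq2 without it (2508 and 2587) and with it (2385 and 2641), with library totals (1578 and 2240), without a filter (1864 and 2037), in limma voom (2121 and 2214) and at an adjusted p below 0.05 alone (3386 and 3445). So they were without bear 1305 (1262 and 1315), 1509 (1916 and 1919) or 1511 (1733 and 1777). With RLE, filterByExpr, thinning or another bear left out, more were higher. Among genes other than LOC numbers, an alternative chosen after seeing the values, 1495 were higher and 1873 lower, and 454 of the 1996 genes read from Table S1 were not called. DESeq2 with the replicate block and season means, chosen after seeing the values, gave 4164 such genes, 1772 higher and 2392 lower, and left 0 of those 1996 uncalled. The 1996 genes are the first rows of Table S1, the only ones that could be read. The rest of the paper's 4115 DEGs was not compared.

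The paper gives DCN, TGFBR2, ATF3, TOB1 and ID2 as lower in winter and by implication SMAD9 as changed in the bear, and edgeR did not call them (adjusted p 0.0848, 0.0609, 0.105, 0.0751, 0.0616 and 0.0711), though each had the paper's direction. With the replicate block all 6 were called, at 0.0104, 0.0361, 0.0188, 0.0281, 0.0302 and 0.0289, as they were in DESeq2 with the replicate block. DESeq2 without it called ID2 (0.0428) and SMAD9 (0.0431), limma voom DCN (0.0401) and ID2 (0.039), and library totals TGFBR2 (0.0467) and TOB1 (0.0265). Calls also came without bear 1511 for DCN (0.00655) and SMAD9 (0.0362), without bear 1317 for ATF3 (0.0491), without bear 1512 for TOB1 (0.0265) and without bear 1509 for ID2 (0.0123) and SMAD9 (0.0215). Over all alternatives the adjusted p ran from 0.000187 to 0.23 for DCN, 0.0299 to 0.2 for TGFBR2, 0.0169 to 0.387 for ATF3, 0.0175 to 0.247 for TOB1, 0.0123 to 0.148 for ID2 and 0.0123 to 0.242 for SMAD9. BMPR1B, higher in the paper, had an adjusted p of 0.287 and passed 0.05 only in DESeq2 with the replicate block (0.047).

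Of the BMP actors at the start of the signal, which the paper describes as increased, 1 of 7 ligands was higher and 1 lower, 0 of 4 type I receptors was called in edgeR, with 0 higher at an unadjusted p below 0.05, 0 in DESeq2, 0 in limma voom and 1 in DESeq2 with the replicate block, and 4 of 4 agonists and 6 of 12 antagonists were lower. GDF5 (1.36) and MUSK (1.25) rose, as in the paper.

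The paper names SMURF2 and CBLB among enzymes that go opposite ways in bear and mouse. In the bear neither was called, at −0.08 (adjusted p = 0.731) and −0.11 (0.695), while TRIM62 was lower (−1.03). Over the 18 enzymes of that panel, 1 was called in opposite directions.

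The paper describes atrogenes of autophagy and the UPS, such as MAP1LC3A, FBXO32 and ZFAND5, as lower or unchanged in the hibernating bear. In the autophagy category of the up-regulated atrogenes of Table S5, 2 of 8 were higher and 1 lower in edgeR, and in its UPS categories 11 of 30 were higher and 2 lower. Of all 79 up-regulated atrogenes of Table S5, 28 were higher, 9 lower and 42 not called. The examples it names were lower (MAP1LC3A −1.71, ZFAND5 −0.44) or not called (FBXO32 0.23).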

Other observations

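The tests of the paper's tables, of cold shock, clock and immediate early genes, of the size of the change per bear, of OXCT1, of ribosomal RNA and of COL1A1 were chosen only after the result was seen. The tests on the matrix and translation sets and the other splits of the libraries were written before their own results were seen.

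Other splits of the 12 libraries were refitted, 100 drawn with the real one among them. Only 1 of them, the season split itself, was as large for the DEGs, the TGF-β list, the BMP list, the UPS list and the matrix set. For the translation set 2 of them were as large, the other with 76 calls and 5 libraries of one season in a group. Among the 32 splits that part the libraries of every bear, 1 was as large for each of these results, the season split. Chance is thus an unlikely source of these numbers of calls, though 100 and 32 splits cannot exclude it. For the lists these numbers follow the change over all genes, as 97 of the 100 splits gave no DEG in edgeR. They do not show that a list stood out from other genes.

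The fall of the matrix set was not due to normalization, with a median of −1.08 with library totals. Fewer fibroblasts stay open, since the fibroblast genes that are not matrix proteins changed by a median of −0.99, about as far as the matrix set with −0.98. The collagen chains set beside them for this test fell further (COL1A1 −4.59, COL1A2 −3.74, COL3A1 −4.17, or −5.32 without bear 1509), and the fibroblast list with its collagens changed by −1.85 (8 lower of 11 genes in edgeR, median lower in 6 of 6 bears). Fewer cells other than muscle fibres stay open, as the endothelial list had a median of −0.48, with 6 of 6 bears lower, and the macrophage and monocyte list one of −0.84 (6 lower of 9 genes in edgeR, median lower in 6 of 6 bears). The rise of the translation set was not due to normalization either (0.74 with library totals). A gain of short transcripts is argued against by the oxidative phosphorylation list (−0.46, 31 of 59 lower) and the mitochondrial ribosome list, at −0.37 (3 higher and 32 lower of 77 genes in edgeR, median lower in 6 of 6 bears). For the other lists the median was −1.42 (4 lower of 6 genes in edgeR, median lower in 6 of 6 bears) for satellite cells, −0.85 (3 lower of 6 genes in edgeR, median lower in 5 of 6 bears) for lymphocytes, −0.44 (1 lower of 6 genes in edgeR, median lower in 5 of 6 bears) for smooth muscle, −0.06 (2 higher and 2 lower of 8 genes in edgeR, median lower in 4 of 6 bears) for muscle fibres, 0.08 (8 higher and 3 lower of 39 genes in edgeR, median lower in 1 of 6 bears) for the proteasome and −0.10 (3 higher and 3 lower of 8 genes in edgeR, median lower in 3 of 6 bears) for cold shock. No explanation of these lists was tested.

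The values of the paper's tables were set beside the fits. Of 300 genes in Tables S2 to S5, the printed log2 fold change lay within 0.01 of the ratio of season means of DESeq2-normalized counts for 300, and the printed adjusted p within 0.05 on the log10 scale of DESeq2 with the bear as a replicate block for 299, but of DESeq2 without it for 57. The match argues that the paper's p values come from a fit with the bear as a block. It argues against a fit without that block. For the 1996 genes of Table S1 that could be read, these numbers were 1996, 1996 and 65. In Table S2 the mouse log2 fold change of INHBA is the paper's −0.90 with an adjusted p of 1.65e-05. The paper's discussion gives MSTN and INHBA as falling in the bear alone, which this mouse value of INHBA contradicts.

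CIRBP (log2 fold change 1.57, adjusted p = 3.67e-05) and RBM3 (2.37, 2.29e-06), chosen after their values were seen, were higher in winter in 6 of 6 bears, by at least 1.13. Low body temperature may be a cause and cannot be told apart from the other differences between the seasons. For the clock genes, the 13 repressors and outputs had a median of 0.020 with members going both ways, which decides nothing about the hour of sampling. The immediate early list had a median of −0.58, lower in 5 of 6 bears, and handling before sampling stays open.

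The winter change of a bear, regressed on that of the other 5, had a slope of 1.07 in bear 1305, 1.01 in 1316, 0.995 in 1317, 0.661 in 1509, 0.784 in 1511 and 0.925 in 1512. Whether bears 1509 and 1511 were in a shallower winter state cannot be told apart from other causes. Summer muscle RNA mixed into the winter library of bear 1509 stays open. The median share of the summer level was 0.17 (quartiles 0.0476 to 0.252) in the genes that fell and 0.459 (0.194 to 0.58) in the genes that rose. These medians lay 0.289 apart, but the quartiles overlap. OXCT1, chosen after its values were seen, fell in winter in 6 of 6 bears (log2 fold change −3.55, adjusted p = 0.000208), and in this library it lay 2.65 above the highest other winter library. Brain RNA could give such a level, but with 1 gene in 1 library it cannot be told apart from a weaker winter change.

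In the winter library of bear 1317, 12 genes at 8 times the maximum of the other winter libraries took 4.07% of the reads, LOC113248751 alone 3%. Whether this is ribosomal RNA left in the library stays open. The 4 tested genes that the UrsArc2.0 table types as rRNA were raised by a median of 3.75, but 3 of them are among the 12 genes chosen for their excess, so this test decides nothing. The other, LOC113257125, lay at 3.86 against 1.79 to 2.67 log2 CPM in the other winter libraries. Of the 12 genes 5, LOC113248751 among them, are not in that table.

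Across the 6 winter libraries, COL1A1 followed the mean of the fibroblast genes that are not matrix proteins, with Pearson's r = 0.831 (exact permutation test, p = 0.00556) and Spearman's rho = 0.943 (exact permutation test, p = 0.0167), both two-sided. Without the 2 libraries farthest from the median r was 0.662. Whether the number of fibroblasts in a biopsy sets the spread of COL1A1 stays open. That number would move both alike, but COL1A1 ran from 3.75 to 7.23 log2 CPM and the mean of these genes from 2.93 to 4.27, with a slope of 2.73. In bear 1509 the mean was 3.47 and COL1A1 7.02, in bear 1317 3.50 and 5.02.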
